# Transcriptional Profile of Muscle following Acute Induction of Symptoms in a Mouse Model of Kennedy's Disease/Spinobulbar Muscular Atrophy

**DOI:** 10.1371/journal.pone.0118120

**Published:** 2015-02-26

**Authors:** Katherine Halievski, Kaiguo Mo, J. Timothy Westwood, Douglas A. Monks

## Abstract

**Background:**

Kennedy’s disease/Spinobulbar muscular atrophy (KD/SBMA) is a degenerative neuromuscular disease affecting males. This disease is caused by polyglutamine expansion mutations of the androgen receptor (*AR*) gene. Although KD/SBMA has been traditionally considered a motor neuron disease, emerging evidence points to a central etiological role of muscle. We previously reported a microarray study of genes differentially expressed in muscle of three genetically unique mouse models of KD/SBMA but were unable to detect those which are androgen-dependent or are associated with onset of symptoms.

**Methodology/Principal Findings:**

In the current study we examined the time course and androgen-dependence of transcriptional changes in the HSA-AR transgenic (Tg) mouse model, in which females have a severe phenotype after acute testosterone treatment. Using microarray analysis we identified differentially expressed genes at the onset and peak of muscle weakness in testosterone-treated Tg females. We found both transient and persistent groups of differentially expressed genes and analysis of gene function indicated functional groups such as mitochondrion, ion and nucleotide binding, muscle development, and sarcomere maintenance.

**Conclusions/Significance:**

By comparing the current results with those from the three previously reported models we were able to identify KD/SBMA candidate genes that are androgen dependent, and occur early in the disease process, properties which are promising for targeted therapeutics.

## Introduction

Kennedy's Disease/Spinobulbar muscular atrophy (KD/SBMA) is an X-linked, androgen-dependent neuromuscular disease caused by polyglutamine (polyQ) mutation of the androgen receptor (*AR*) gene [1,2]. KD/SBMA is characterized by a late-onset, progressive weakness of proximal limbs and bulbar muscles in affected men as well as androgen insensitivity (such as gynecomastia and infertility) and some sensory deficits. Though this is predominately considered a “motor neuron disease”, myogenic origins have been proposed (reviewed in [3,4–7]). Evidence of myopathy prior to motor neuron pathology (e.g., [8]) indicates that AR may first cause dysfunction in muscles, which then leads to dysfunction of the motor neurons that innervate them. Similarly, selective AR overexpression limited to muscle is sufficient to cause motor neuron pathology [9]. Moreover, a recent study in a KD/SBMA mouse model demonstrated that removing mutant AR solely from muscles is sufficient to improve motor function and survival [10]. Since the motor unit (motor neuron and muscle fibre) is interdependent, it is of interest to determine which pathological actions of *AR* can occur in muscles as this may give insight into the overall disease process in KD/SBMA.

We previously reported a microarray study of gene expression in muscle of three different mouse models of KD/SBMA [11]. Briefly, the three male KD/SBMA mouse models we used for comparison were: a polyQ expanded AR knock-in model (AR113Q KI; [8]); a transgenic (Tg) model that overexpresses polyQ AR ubiquitously (AR97Q Tg; [12]); and a Tg model that overexpresses wild-type (WT) AR solely in muscle (HSA-AR Tg; [9]). Identifying transcriptional changes in muscle in mouse models of KD/SBMA helps to identify candidate therapeutic targets. Importantly, a common pattern of altered gene expression was observed in these independently generated models, each with a distinct genetic basis. This common pattern of gene expression raises the possibility of identifying genes which are sufficient to cause KD/SBMA symptoms. Elucidating the molecular bases of KD/SBMA is of great potential benefit as there is currently no treatment for the disease. Although the previous study greatly narrowed down the list of candidate genes, we were unable resolve which genes are androgen-dependent nor were we able to distinguish between genes that are associated with the onset of the disease and those that are associated with later stages of the disease process and may therefore be involved with compensation or degeneration.

In this paper we present a study of transcriptional changes that occur early and late in motor dysfunction progression and, importantly, are androgen-dependent. To do so, we elected to use one of the models of KD/SBMA used in our previous study, which has the unique advantage of having a severe phenotype following acute androgen treatment in females. This HSA-AR Tg mouse model overexpresses wild-type AR exclusively in myocytes [9]. The HSA-AR model strongly reproduces the sex limited (i.e., male) and androgen dependent features of the KD/SBMA phenotype. Treating non-symptomatic females with testosterone (T) induces disease symptoms within 3 days (d) and severe symptoms typical of diseased males are seen by 7d. Using microarray analysis of gene expression within muscle from both Tg and WT females T-treated for 3 or 7d we are therefore able to determine which candidate genes are androgen dependent, and which are associated with the onset and later progression of KD/SBMA in this mouse model.

## Materials and Methods

### Animals

Ten WT C57BL/6J mice (5 males and 5 females, 70d old, Jackson Laboratories) were used to make the RNA reference samples. Fifteen female HSA-AR mice from Line 141 (6 Tg, 9 WT; 120–200d old) and 5 male HSA-AR Tg line 141 mice (110–130d of age) were used in this study. The production, genotyping, and phenotyping of HSA-AR transgenic mice has been described previously [9]. All animal experiments conformed to NIH guidelines and were approved by the University Animal Care Committee of the University of Toronto Mississauga (Approved protocol #20007262).

Five sample groups of 3 animals each were performed: Tg female 3d T treatment; Tg female 7d T treatment; WT untreated; WT 3d T treatment; and WT 7d T treatment. We additionally used microarray data from HSA-AR males [11] to compare with HSA-AR females.

### Testosterone Treatment and Animal Surgery

Briefly, all female mice (Tg or WT) used in this study were ovariectomized under isoflurane anesthesia and received subcutaneous Silastic implants that were either empty or filled with crystalline T (1.57mm inner diameter and 3.18mm outer diameter; effective release length of 6mm; for more detail see [13]). Such T implants result in low physiological levels of T similar to those found in adult males [13]. After 3 or 7d of T treatment, mice were put under surgical anesthesia and all hindlimb muscles (where most mass comes from quadriceps) were harvested and immediately frozen in liquid nitrogen before storage at -80°C.

### Total RNA Preparation

Frozen limb muscles were placed in TRizol Reagent (Invitrogen Corporation, Carlsbad, CA) and homogenized before RNA extraction. The total RNA extraction was performed according to the manufacturer’s guidelines. After purification, the RNA concentrations were determined; the *A260/A280* and *A260/A230* ratios were calculated as indices of protein and volatile compound contamination, respectively, using a spectrophotometer (NanoDrop ND-1000; ThermoScientific). The integrity of the total RNA was determined by electrophoresis of glyoxylated RNA through 1.2% agarose gel and visualization by staining with ethidium bromide. Total RNA was then used for microarray analysis and quantitative RT-PCR experiments.

### Sample Labeling and Microarray Hybridization

Two-color microarray experiments were performed using 38.5K oligo mouse MEEBO arrays (Mouse Ready Arrays, Microarrays Inc., Nashville, TN). This array contains 35,302 oligonucleotide (70mer) probes, largely derived from constitutively expressed exons and represents approximately 25,000 mouse genes. Cyanine dyes were directly incorporated into cDNA synthesized from total RNA following the procedure of Neal et al. [14]. Briefly, 38l reactions containing 20g of total RNA, 500 mol/L of dATP, dGTP and dTTP; 50 mol/L dCTP (GE Life Sciences), 25 mol/L Cy3- or Cy5-dCTP (Perkin Elmer), 10 mol/L DTT and 150 pmol oligo dT20 primer were heated to 65°C for 5 min, then 42°C for 5 min. 2l SuperScript II reverse transcriptase (Invitrogen Corporation) was added, and cDNA synthesis was carried out for 3h at 42°C. Reactions were stopped by the addition of 5L of 50 mol/L EDTA. RNA was hydrolyzed with 4L of 5 mol/L NaOH for 10 min at 65°C, and the reaction was then neutralized by titration with acetic acid. The cDNA from one Cyanine-3 (Perkin Elmer, Boston, MA) reaction (reference sample) were combined with those from a Cyanine-5 (Perkin Elmer, Boston, MA) reaction (experiment sample) and were co-hybridized to oligo array. Images of the hybridized arrays were acquired using a ScanArray 4000 XL laser scanner (Perkin Elmer, Boston, MA) and fluorescent intensities from spots were quantified using GenePix 5 software (Axon Instruments, Inc., CA).

### Microarray Data Analysis

Microarray images and quantification data were then imported into GeneTraffic DUO (Stratagene, La Jolla, CA) for analysis. The data were normalized using the Lowess algorithm at the subgrid level while ignoring flagged values. After normalization of the data, lists of differentially expressed genes were obtained using GeneTraffic. A universal RNA reference sample made from WT (C57BL/6J) mice was utilized on each array. Triplicate arrays using RNA samples from the different experimental animals (i.e., 3 of Tg female with 3d T treatment, 3 of Tg female with 7d T treatment, 3 of untreated WT females, 3 of WT female with 3d T treatment, 3 of WT female with 7d T treatment) were performed. Log2 ratios of experimental samples (Cy5) versus reference RNA (Cy3) were obtained. The log2 ratios of Tg mice samples were then subtracted from log2 ratios of WT to find differentially expressed genes (3d T-treated Tg subtracted from 3d T-treated WT, 7d T-treated Tg subtracted from 7d T-treated WT). log2 ratios of T-treated WT were subtracted from log2 ratio of untreated WT. Gene lists were filtered in GeneTraffic to include only those genes that displayed at least 2-fold difference and whose coefficient of variance was less than 100% and had a p-value less than 0.05 using a T-test. Dye swap experiments were not performed as previous experiments in our lab had demonstrated that they do not appreciably alter the lists of differentially expressed genes [14].

Hierarchical cluster analysis was performed in GeneTraffic DUO using the Pearson algorithm and average linkage [15]. Cluster figures were made using the MultiExperiment Viewer (MeV) in the TM4 suite of software tools (http://www.tm4.org). All microarray data is MIAME compliant and has been deposited in GEO (accession number: GSE61886).

### Real Time Quantitative RT-PCR

A two-step approach was taken in which the initial reverse transcription was followed by the quantitative PCR amplification. After DNase I (Invitrogen Corporation, CA) treatment, DNA-free total RNA was reverse transcribed using a dT_20_VN primer (Sigma, Oakville, ON) with SuperScript II. Each RNA reaction had a control reaction without reverse transcriptase to evaluate any genomic DNA contamination. Two μl of the diluted reaction was used as template for each 25 μL RT-PCR amplification. Reactions were assembled using SYBR Green JumpStart Taq ReadyMix (Sigma, Oakville, ON) and assayed on an Mx4000 Multiplex Quantitative PCR System (Stratagene, La Jolla, CA) according to the instructions of the manufacturer. Samples were incubated at 95°C for 10 min prior to thermal cycling (40 cycles of: 95°C for 30s, 57°C for 30s, and 72°C for 30s). In order to confirm the amplification specificity and identity of the PCR products, a melting curve analysis between 55°C and 95°C was also carried out automatically with the software attached to Mx4000. The completed reactions were heated to 95°C for 1 min and cooled to 55°C and reactions were re-heated in 1°C increments back to 95°C in order to plot a dissociation curve. After exporting the ROX-normalized fluorescence measurements to Microsoft Excel, the program LinRegPCR [16], was used to determine the efficiency of each reaction. These efficiencies were used in the final calculation of fold induction from the C_t_ values and the expression of each test gene was normalized to the level of glyceraldehyse 3’ dehydrogenase (GAPDH) within each sample prior to comparisons between samples.

### Primer Design

The cDNA sequences for the genes *Gapdh, Tpm3* (Tropomyosin 3), *Ky* (Kyphoscoliosis peptidase), *Tnni1* (Troponin I), *Mss51* (MSS51 mitochondrial translational activator), *Ptgds* (Prostaglandin D2 synthase), *Lcn2* (Lipocalin 2), *Ighg2a* (immunoglobulin heavy constant gamma 2A) and *Gdnf* (Glial cell line derived neurotrophic factor) were obtained from GenBank. PCR primers were designed from the corresponding cDNA sequences using the Whitehead Institute’s Primer3 software. All oligonucleotide sequences and primer pairs were checked with OligoAnalyzer 3.0 (http://scitools.idtdna.com/Analyzer/) for secondary structure and dimer formation. Each primer and amplicon sequence was tested using the nucleotide-nucleotide BLAST alignment tool to ensure minimal similarity with any other sequence. Synthesis of all primers was performed by Invitrogen. Primer sequences used in this study can be found in S1 Table.

### Functional Classification of Differentially Expressed Genes

Functional analysis of differentially expressed genes was performed using Functional Annotation Tool. The gene bank ID of differentially expressed genes were uploaded into the Database for Annotation, Visualization and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov) to obtain DAVID functional annotation. The genes were classified into functional groups using GO TERM biological processes and molecular functions at levels 3 and up.

## Results

Using microarray analysis, we characterized gene expression in hindlimb muscle of HSA-AR Tg female mice following 3 and 7d T treatment relative to WT females that received either 3 or 7d T treatment, respectively. 

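Limb muscle RNA of ovariectomized females was labelled with Cy5 and hybridized to arrays of 70-base probes together with Cy3-labelled RNA of a WT reference pool. The 5 groups were Tg females with 3d T, Tg females with 7d T, untreated WT females, WT females with 3d T and WT females with 7d T, each with 3 arrays labelled as replicates. No measured probe is named for Ar, the gene of the transgene, in the annotation used here, so its level was not read. The paper's Tables S2 and S4 give folds for it. Each value the authors deposited is the log2 ratio of Cy5 over Cy3 of 1 of 38880 probes, and these ratios were not normalized. The median was 1.94 on WT 3d T replicate 2 and -1.25 on WT 7d T replicate 3. With probes ordered by signal and parted into 10 bins, the median ratio of WT females with 3d T went from 2.30 in the dimmest bin to 0.01 in the brightest, and that of Tg females with 3d T from -2.42 to 0.10. The ratios were therefore normalized by lowess against spot signal within 48 blocks of 810 probes, in place of the subgrids named in the methods. After that step 7188 genes and unnamed probes with a signal of at least 100 were compared, 6138 of them with a gene name. Within 11 pairs of arrays of the same group, 1.87% to 73.32% of values were equal to 4 decimals, against at most 0.1% in the 90 pairs of arrays from different groups. The other 4 pairs, with WT untreated replicate 1 or WT 7d T replicate 1, had 0.05% to 0.28%. The arrays of a group were therefore counted as readings of 1 hybridization. There are no replicates by this count, and every SD given beside a log2 difference is the spread of 3 readings, not of mice. The status of WT untreated replicate 1 and WT 7d T replicate 1 is open, and SDs with their groups may hold more. Another measure of error is the SD between probes of the same gene, with a median of 0.54 for Tg 3d versus WT 3d and 0.42 for Tg 7d versus WT 7d in 1313 genes. A gene was called changed at a difference of at least 2-fold.

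**Figure D1:**
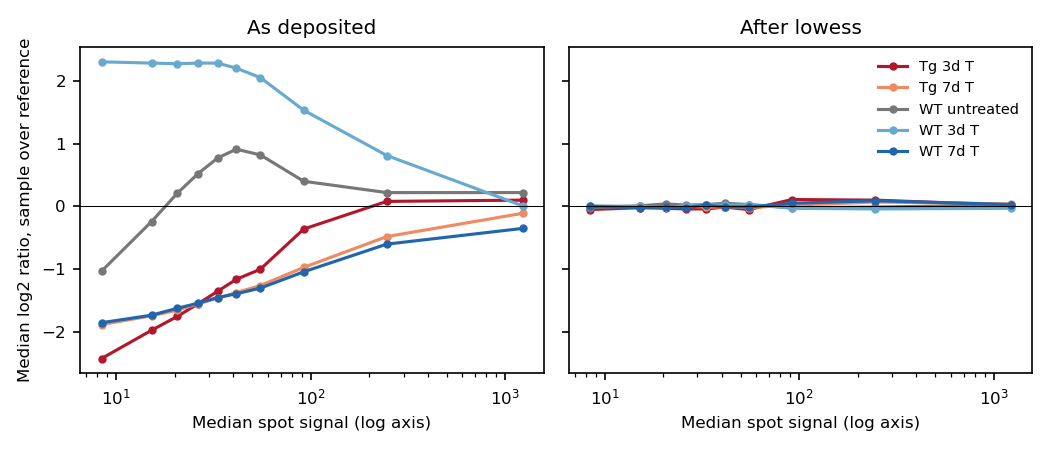
Median log2 ratio of Cy5 over Cy3 in 10 bins of the probes ordered by spot signal, for the 5 groups, as deposited and after lowess normalization within blocks. As deposited the WT 3d T ratios start at 2.30 and the Tg 3d T ratios at -2.42 among dim probes; after normalization every bin of every group lies between -0.05 and 0.11.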

WT females T-treated for 3 and 7d were compared to untreated WT females. Genes that displayed at least 2-fold difference from their comparison WT female group and *p*-value smaller than 0.05 were identified. Complete gene lists and fold changes are presented in S2 Table for Tg and S3 Table for WT mice).

We then performed hierarchical cluster analysis using these results in order to evaluate both T dependence of alterations in gene expression in skeletal muscle of KD/SBMA models and also to evaluate changes in gene expression that occur early in the disease progression. Tg females begin losing motor ability 3d following T treatment and at 7d are comparable to Tg males [9,13]. In contrast, no motor deficits or histopathology results from this treatment in WT females. We can therefore compare the time course of T responsive genes in WT and Tg females to identify candidate genes involved in producing motor deficits characteristic of KD/SBMA as well as rule out genes which are T differentially expressed in healthy female mice.

The hierarchical cluster analysis of genes that displayed at least a 2-fold difference from similarly T-treated WT females and had a *p*<0.05 (Fig. 1) generated 12 distinguishable clusters. 

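Myl3, the essential light chain of slow myosin, fell in Tg females relative to WT females with the same treatment (log2 difference -3.19 ± 0.02 at 3d and -6.44 ± 0.08 at 7d). Myh7, the slow myosin heavy chain, differed by -2.26 ± 0.03 and -5.88 ± 0.08, with a 3d value under 2-fold (-0.98) when arrays were only centred, relative to the shift of all genes. Actc1, the actin of heart and developing muscle, fell at both times (-5.10 ± 0.04 and -5.92 ± 0.10), as did Ppp1r1a, an inhibitor of protein phosphatase 1 (-5.16 ± 0.84 and -5.14 ± 0.25), and Itgb1bp2, a muscle protein that binds integrin (-2.63 and -5.08). Among the genes that rose at both times were Errfi1, an inhibitor of the EGF receptor (4.51 ± 0.10 and 4.04 ± 0.22), Cited1, a transcriptional cofactor (4.41 and 4.85), and Mthfd2, a mitochondrial enzyme of folate metabolism (4.33 and 5.74). In all, 1259 genes were higher and 1083 lower in Tg than in WT females at 3d, and 1113 were higher and 1056 lower at 7d. The balance at 3d rests on the lowess step, with 6093 higher and 240 lower when arrays were only centred, and 680 and 2760 as deposited. Changed in the same direction at both times were 456 higher and 398 lower genes, where independent lists would share 194.9 and 159.1. Across genes, which are not independent replicates, the effects at the 2 times had a correlation of 0.42. Of the 1016 genes changed at both times in either direction, 250 had a second probe with enough signal, and it moved the same way in 73.6% of them at 3d and in 84.4% at 7d. Centring of the arrays alone in place of lowess gave 2168 such genes, and a signal minimum of 400 gave 449.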

As compared to WT mice with the same T treatment, downregulated genes were found in Tg mice after 3 and 7d of T treatment in clusters 5, 6 and upregulated genes were found in clusters 9, 10, 12 (Fig. 1). Generally, T-treated WT females did not show differential expression of most genes, indicating that the disease allele in addition to T treatment, and not T treatment alone, is playing a major role in altering transcription. 

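T treatment of WT females changed fewer genes than the presence of the transgene under the same treatment, but at 7d this holds only with lowess normalization. In WT females with 3d T, 890 genes were higher and 707 lower than in untreated WT females, and with 7d T 485 were higher and 554 lower. Cd48, a surface protein of leukocytes, rose at both times (5.32 ± 0.46 and 3.43 ± 0.40), and Snrpg, a core protein of the spliceosome, differed by -5.61 ± 1.89 and -5.11 ± 1.83, but a brighter probe of it gave 0.17 and -0.13. Both named probes have dim spots. Of 33 gene lists with enough measured members, 4 stood outside the central 95% of random lists matched on signal in WT at 3d and 11 at 7d, against 18 and 22 in the Tg comparisons, where 1.6 would by chance. By camera with an estimated correlation between genes, no list stood apart in WT females at either time, against 7 and 12 in the Tg comparisons. Here and below, camera took the readings as separate samples, so it was no test against mice. In WT females with 3d T, 7 of 33 proteasome genes fell and none rose (median -0.39, percentile 1.7), a place lost with the brightest probe of each gene (median -0.25). With 7d T, 4 of 21 calcium handling genes rose and none fell (median 0.38, percentile 100). A second probe moved the same way as the called probe in 54.1% of 405 genes changed in WT at 3d (exact 95% interval 49.1% to 59.0%) and in 60.3% of 219 genes at 7d (53.5% to 66.8%), where unrelated probes would give 50%. The WT counts were 4894 and 3075 when arrays were only centred, where the Tg counts were 6333 and 2528, so that at 7d the WT count was the larger; at 7d the same held with quantile normalization (3175 in WT, 2522 in Tg) and as deposited (2989 and 2502). At a signal minimum of 400 the WT counts were 546 and 218. The paper reasons that, because most genes did not change in T-treated WT females, the disease allele together with T, and not T alone, has a major part in the altered transcription.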

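Xirp2, an actin-binding protein of striated muscle, rose by 4.28 ± 0.02 in Tg females with 3d T relative to WT females with 3d T, and its difference at 7d was -0.03 ± 0.14, but a brighter probe of it gave 0.09 at 3d. Mest, an imprinted gene, rose by 3.54 ± 0.90 at 3d and differed by -0.01 ± 0.54 at 7d. Ltbp3, which binds latent TGF-beta, fell by 3.58 ± 0.17 at 3d and differed by 0.31 ± 0.03 at 7d. Ppp1r32, a binding partner of protein phosphatase 1, fell by 7.05 ± 0.04 at 3d and differed by -0.05 at 7d, but it was also 7.13 higher in WT females with 3d T than in untreated WT females and differed by 0.08 between Tg 3d and untreated WT. Of 27 genes of the sarcomere scaffold, 9 rose and 4 fell at 3d (median 0.40, percentile 98.9 of random lists), and 4 rose and 6 fell at 7d (median -0.19, percentile 28.2). The change of that list between the times, tested as a difference of differences, had a median of -0.63. With the brightest probe of each gene the 3d median (0.09) and the change (-0.20) lay within the random lists, and neither passed camera with an estimated correlation between genes. Of 33 proteasome genes, 11 rose and none fell at 3d (median 0.73), and 4 rose and 2 fell at 7d (median 0.41). The proteasome list passed that test at neither time, and its 7d place outside the random lists was kept in 6 of 14 alternatives. Altogether 1326 genes changed at 3d and not at 7d, and for 874 of them the effects at the 2 times differed by at least 2-fold. In 568 of the 1326, WT females with 3d T themselves differed at least 2-fold from untreated WT females. In 418 of the 1326, Tg females with 3d T also differed at least 2-fold and in the same direction from untreated WT females. The same Tg readings stand in both differences, so this is no independent check of the calls.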

Clusters 2 (upregulated) and 8 (downregulated) contain genes that are differentially expressed in 3d, but not 7d treated females, suggesting that those genes may be important in *initiating* motor dysfunction. Cluster 9 contains genes that are increased solely in the only in the 7d group, indicating that these genes may be important later in the course of disease, and perhaps have a role in *maintaining* disease.

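Changed at 7d and not at 3d were 1153 genes. Txlnb, a muscle taxilin, rose by 4.15 ± 0.04 at 7d and differed by -0.49 ± 0.02 at 3d. Gnai2, an inhibitory G protein subunit, rose by 4.13 ± 0.19 at 7d and differed by 0.10 ± 0.04 at 3d. Hjv, a coreceptor of bone morphogenetic proteins in muscle and liver, fell by 4.30 ± 0.21 at 7d and differed by 0.23 ± 0.16 at 3d, but a brighter probe of it gave -2.0 at 3d and -1.98 at 7d. Jph2, which joins the transverse tubule to the sarcoplasmic reticulum, fell by 3.78 ± 0.17 at 7d and differed by 0.08 ± 0.24 at 3d, but it was 3.07 ± 0.41 higher in WT females with 7d T than in untreated WT females. Genes of fatty acid oxidation, 22 measured, had 8 lower and 2 higher members at 7d (median -0.82, percentile 0.1 of random lists) and 4 lower and 4 higher members at 3d (median -0.04, percentile 37.8). Ucp3, a mitochondrial carrier of muscle, fell by 2.29 at 7d (-0.90 at a brighter probe), and Acsl1, which activates fatty acids, rose by 3.28. Of 15 genes of mitochondrial dynamics and biogenesis, 7 fell and none rose at 7d (median -0.92) and 3 fell and 2 rose at 3d (median -0.27). Between the times the medians of these lists changed by -0.53 and -0.59. Both changes were within the random lists with the brightest probe of each gene (-0.40 and -0.51), and neither passed camera with an estimated correlation, so that a change of these lists between the times is not established. The effects at 3d and 7d differed by at least 2-fold in 742 of the 1153 genes. In 592 of the 1153 Tg females with 7d T differed at least 2-fold and in the same direction from untreated WT females. The same Tg readings stand in both differences, so this is no independent check of the calls. In 260 of the 1153, WT females with 7d T differed at least 2-fold from untreated WT females.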

**Fig 1:**
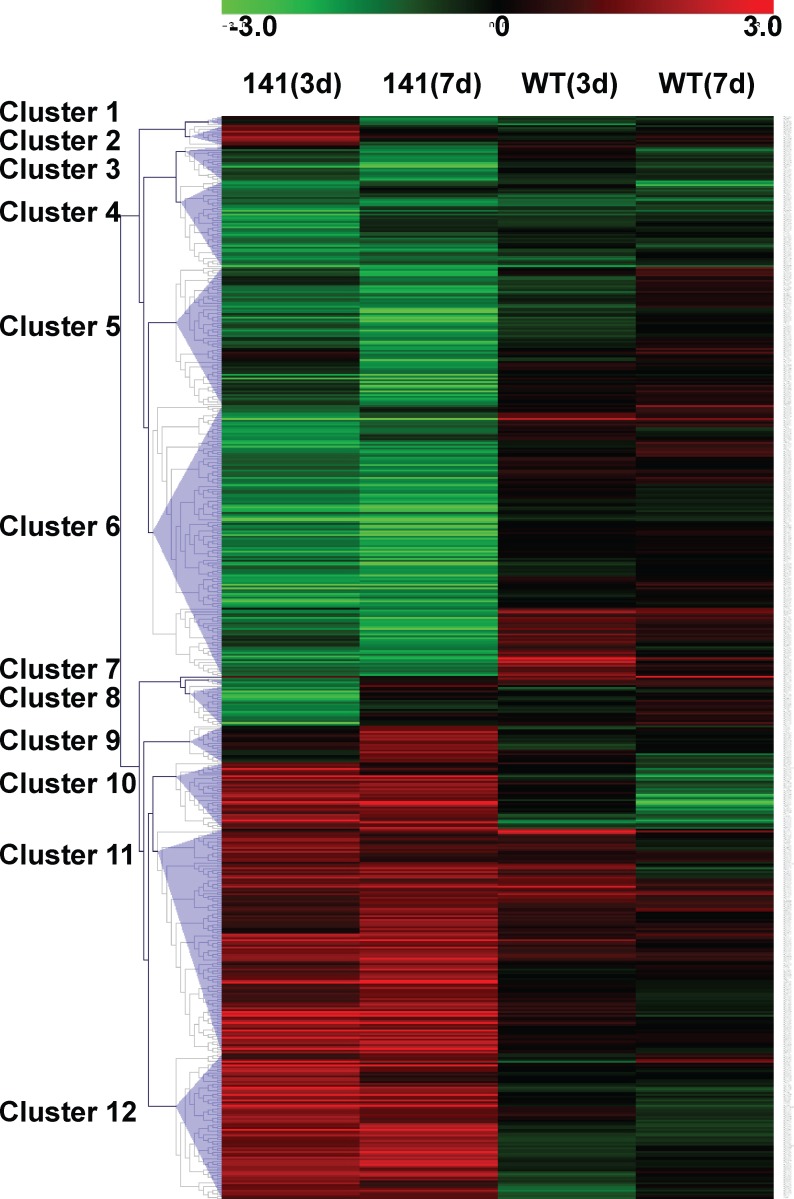
Hierarchical cluster analysis of gene expression in female HSA-AR Tg and WT mice after 3 and 7 days testosterone treatment. Cluster output represents colorimetrically indicated log2 ratio change. Female HSA-AR Tg and WT mice after 3 and 7 days testosterone treatment are represented by columns and rows represent a single gene. Clusters of genes differentially expressed in a similar pattern are labeled.

Fig. 2 shows the relationship of differentially expressed genes in 3 and 7d Tg females and 7d WT females. A total of 108 genes overlap between WT and Tg females, indicating that perhaps expression changes in these genes are a response to T and do not predict deficits in motor function. Nevertheless, there are a total of 231 genes differentially expressed in both 3 and 7d T-treated Tg females, that are not differentially expressed in 7d WT females.

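S100a4, a calcium-binding protein of fibroblasts and leukocytes, fell by 4.41 ± 0.47 in WT females with 7d T relative to untreated WT females and rose by 4.17 ± 0.40 in Tg relative to WT females at 7d. Klk1b24, a kallikrein, likewise fell in WT females (-3.96 ± 1.64). Actc1 rose by 1.03 ± 0.05 in WT females with 7d T, the opposite direction to its change in Tg females. That rise was not kept at 2-fold with lowess over the whole array or with the brightest probe of the gene. In number, 732 genes changed in WT females with 7d T and in Tg females at 3d or 7d. Of the 510 that changed in WT females with 7d T and in Tg females at 7d, 9.4% changed in the same direction, and of the 898 that changed in WT and Tg females at 3d, 11.0% did. Each pair of comparisons shares the T-treated WT group with opposite signs, and simulated groups with no change gave 5.4% and 5.2%. The simulated groups were independent and of equal spread, set by the WT 7d differences. Over genes these had an SD of 0.78, against 1.21 for Tg 3d and 1.18 for Tg 7d. The percentage at 2-fold depends on the spread, so no conclusion is drawn from how the values compare. Where no group was shared, 62.7% of 472 genes (Tg at 3d, WT at 7d) and 58.9% of 555 genes (Tg at 7d, WT at 3d) had the same direction. Independent lists would give 168.4 genes of the same direction for the first of these, and 296 were found. For the second, 241.7 would be given and 327 were found. In each pair, untreated WT and a T-treated WT group both enter with a minus sign, in different comparisons. Their likeness alone raises such counts: over probes with enough signal their normalized ratios correlated at 0.29 (WT 3d T) and 0.36 (WT 7d T). Tg 3d T with WT 7d T had 0.08, and Tg 7d T with WT 3d T 0.01. The excess therefore does not show a shared response to T. Centring alone raised the 732 genes to 2830, and a signal minimum of 400 lowered them to 163.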

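Amy2, a pancreatic amylase, rose in Tg females at 3d (4.92 ± 0.10) and at 7d (5.93 ± 0.13), and T treatment of WT females moved it by -0.53 ± 0.22 at 3d and -0.12 ± 0.23 at 7d. Sema3b, a secreted semaphorin that guides axons, fell in Tg females at both times (-4.23 ± 0.08 and -5.22 ± 0.11), with WT values of -0.46 and -0.65. Sgk1, a kinase induced by glucocorticoids, rose at both times (2.31 and 2.18). Among the genes changed in Tg females at both times, 766 did not reach 2-fold in WT females with 7d T, and 551 did not reach it in WT females with 3d or 7d T. Of the 854 genes changed in the same direction at both times, 551 also differed at least 2-fold and in that direction from untreated WT females at both times. The median difference of all 854 genes from untreated WT females, taken in the direction of change, was 1.49 at 3d and 1.63 at 7d. These values use the same Tg readings as the calls, so error of the Tg hybridizations would raise them too. Differing by less than 2-fold in WT females does not show that a gene was unaffected by T there, and the difference between Tg and WT responses was not tested against replicates.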

**Fig 2:**
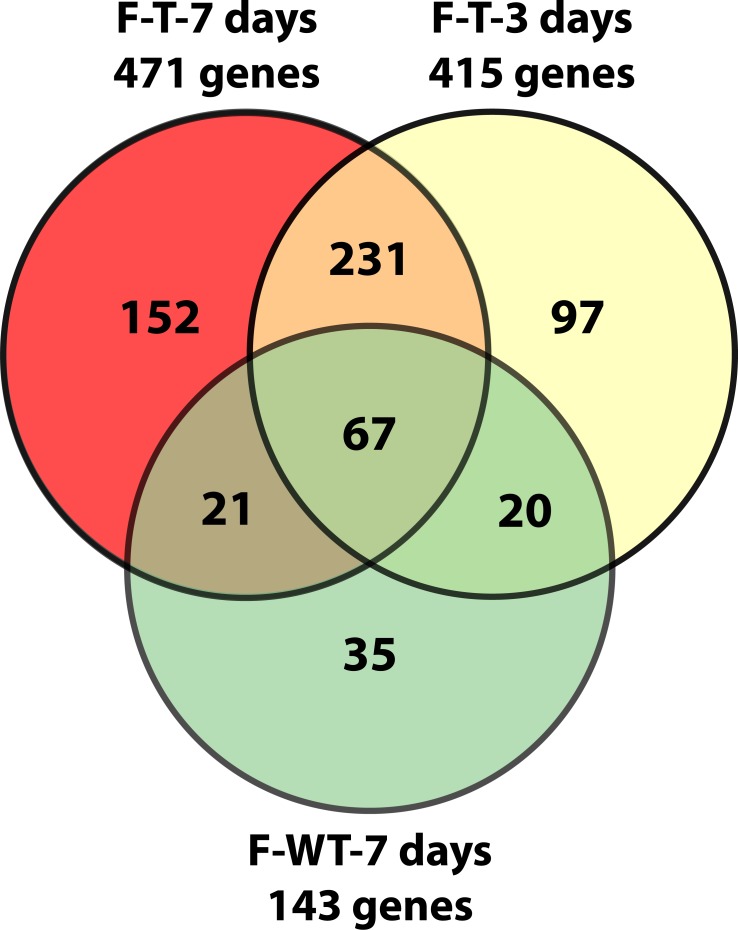
Venn diagram of microarray results in female HSA-AR Tg mice after 3 and 7 days testosterone treatment and WT mice after 7 days testosterone treatment. Diagram representing the number of genes whose expression differed from controls. Gene numbers were obtained by examining gene lists generated by a 2-fold, p < 0.05 criterion.

We next performed a functional classification on the differentially expressed genes from Fig. 1 for T-treated Tg females (i.e., clusters 5, 6, 9, 10, and 12) using Functional Annotation Tool (DAVID Bioinformatics Resources) according to biological processes and molecular functions. The functional distribution of the selected genes is listed in Table 1. 

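Of 13 measured slow fibre genes, 8 fell and 2 rose in Tg females at each time, with a median of -1.82 at 3d and -2.40 at 7d, below all 10000 random lists matched on signal, but they did not pass camera with an estimated correlation between genes at either time. Myl2, the regulatory light chain of slow myosin, fell (-1.82 and -3.97), Tnnt1, slow troponin T, fell (-1.84 and -2.77), and the 2 that rose were Csrp3 (3.23 and 2.10) and Ankrd2 (1.89 and 1.79), stretch-responsive regulators more than parts of the slow contractile apparatus. Of 16 fast fibre genes, 7 fell and 1 rose at 3d (median -0.84) and 6 fell and 1 rose at 7d (median -0.70, outside the random lists in 8 of 14 alternatives and within them with the brightest probe of each gene). Pvalb, the calcium buffer of fast fibres, differed by -1.15 ± 0.04 and -4.97 ± 0.05, and Casq1, the calcium store protein of the reticulum, by -1.65 and -2.10. Of the lists of energy metabolism, only oxidative phosphorylation passed camera with an estimated correlation at both times. Among 17 genes of glycolysis 7 fell and none rose at 3d (median -0.90) and 6 fell and 1 rose at 7d (median -0.56, percentile 4.0, within the random lists); Pgam2, muscle phosphoglycerate mutase, fell (-1.49 and -2.62), and Ldhb, a lactate dehydrogenase subunit, fell (-1.13 and -2.41). Of 68 genes of oxidative phosphorylation 17 fell at 3d (median -0.56) and 11 at 7d (median -0.63), and none rose. Cox6a2, the muscle form of a cytochrome oxidase subunit, fell at both times (-1.79 and -1.83), as did Slc25a4, the mitochondrial ADP/ATP carrier (-2.84 and -2.03). The TCA cycle had 3 lower genes and 1 higher gene of 19 at 3d (median -0.68) and 6 lower at 7d (median -0.93). In the glycogen list 4 of 13 fell at each time and none rose (medians -0.40, within the random lists at percentile 13.3, and -0.72), with Phkg1, the catalytic subunit of phosphorylase kinase, at -0.62 and -3.05. In the extracellular matrix list 10 of 20 genes rose at 3d (median 0.96) and 9 of 20 at 7d (median 0.91), and none fell; with an estimated correlation the list passed camera at 7d only. Postn, a matrix protein of wound repair, rose by 2.88 and 3.18, and Col3a1, a fibrillar collagen, by 2.36 and 1.29. With arrays only centred, and relative to the shift of all genes, the 3d medians turned to 0.20 for fast fibre genes, 0.43 for glycolysis, 0.31 for the TCA cycle and 0.41 for oxidative phosphorylation, and as deposited those of fast fibre genes (0.38) and oxidative phosphorylation (0.59) turned too, while glycolysis (-0.11) and the TCA cycle (-0.21) stayed lower. The direction of these 4 lists at 3d therefore depends on the normalization, and with centring the 3d values of Tnnt1, Pvalb, Casq1, Cox6a2, Pgam2 and Ldhb were under 2-fold. As deposited, the 3d values of these genes and of Myl2 were not kept at 2-fold.

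**Figure D2:**
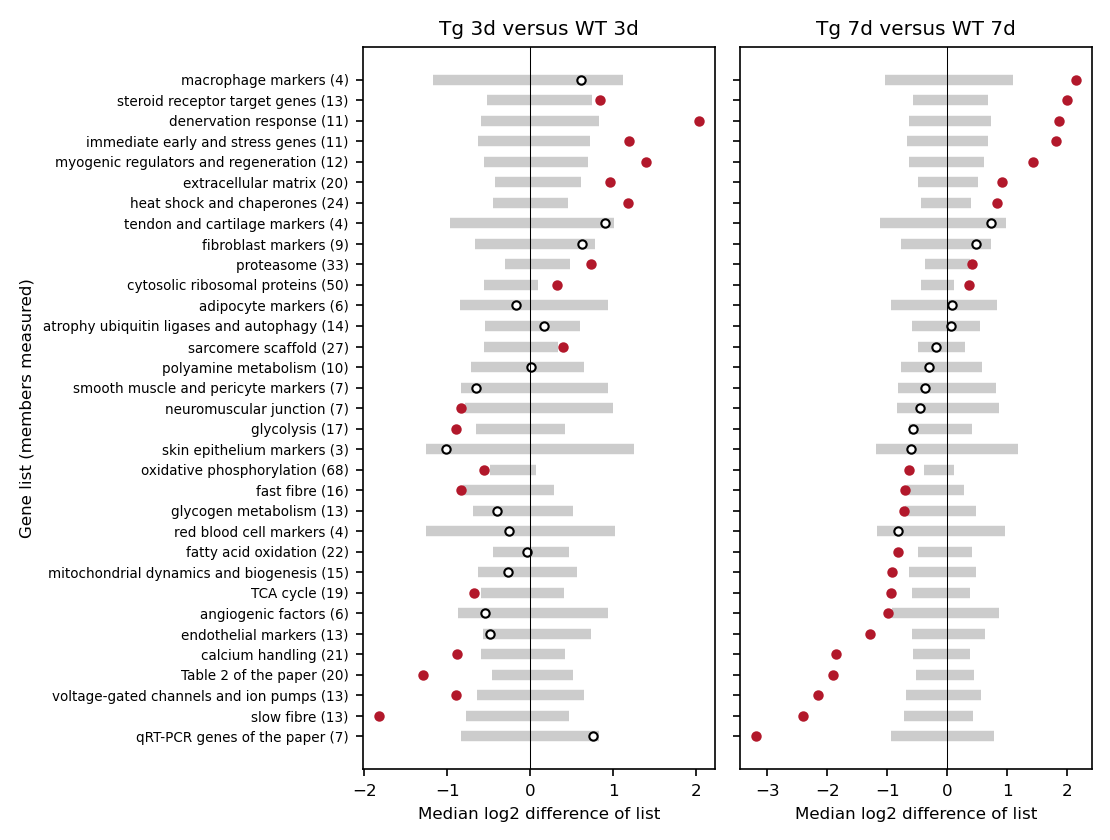
Median log2 difference of each gene list in Tg versus WT females at 3d and at 7d, with the central 95% of 10000 random lists matched on signal. Slow fibre genes lie at -1.82 and -2.40 and extracellular matrix genes at 0.96 and 0.91; the 3d medians of fast fibre, glycolysis, TCA cycle and oxidative phosphorylation genes turn sign with arrays only centred.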

The analysis indicated that the differentially expressed genes were implicated in a wide variety of gene ontology (GO) functions, including: muscle contraction and development, ion and nucleotide binding, mitochondrion, myofibril, actin skeletal, glucose metabolism, ATPase, neuron development, and vasculature development.

**Table 1:** Functional clustering of differentially expressed genes in female Tg (as compared to WT) with testosterone treatment.

Function	Go Terms	Number of down-regulated genes	Number of up-regulated genes
muscle contraction	regulation of muscle contraction	4	
	sarcoplasmic reticulum	7	
	muscle contraction	13	
mitochondrion	mitochondrion	31	12
	organelle envelope	15	6
	mitochondrial membrane	12	6
glucose metabolism	glucose metabolic process	9	
	glycogen metabolic process	6	
Actin	actin cytoskeleton	10	4
	actin binding	6	6
Myofibril	myofibril	9	6
	sarcomere	8	6
muscle development	muscle organ development	7	6
	striated muscle cell development	4	5
	muscle cell differentiation	4	4
ion binding	ion binding	49	25
	calcium ion binding	20	
	zinc ion binding		17
ion transport	ion transport	13	
	voltage-gated channel activity	6	
	potassium channel activity	3	
ATPase	ATPase activity	4	
	ATP metabolic process	5	
nucleotide binding	nucleotide binding	30	12
	ATP binding	20	12
phosphate metabolism	phosphate metabolic process	10	
	phosphorylation	7	
skeletal development	skeletal system development	5	
	bone development	3	
neuron	neuron/nervous system development	3	4
	neuron differentiation	3	3
	neurogenesis		3
vasculature development	vasculature development		5
	blood vessel development		5
cell adhesion	cell adhesion		7
	biological adhesion		7
proteolysis	proteolysis		10
	peptidase activity		6
oxidation reduction	oxidation reduction		6
	oxidoreductase		4
cell motion	cell motion		4
	cell motility		3
protein transport	protein transport		3
	protein localization		3
apoptosis	apoptosis		4
	programmed cell death		4

We then compared gene expression alterations in acutely T-treated Tg females with those we have previously reported for chronically diseased Tg males, which exhibit many similarities in gene expression in skeletal muscle with polyQ mouse models of KD/SBMA [11]. This comparison allows us to identify which of the previously identified candidate genes are androgen dependent. A hierarchical cluster analysis of gene expression in Tg males and 3 and 7d T treated Tg females generated 18 distinguishable clusters (using a criteria of at least 2-fold change and p<0.05; Fig. 3). Each of these clusters is represented with the mean pattern of expression of the genes in each group; down and upregulated genes were found in clusters 5, 6, 7, 9 and 14, 15, 17, respectively. Note that many clusters are differentially expressed in a similar pattern between chronically diseased Tg males and acutely diseased Tg females (clusters 5, 7, 9, 14, 15, 17), suggesting that those disease processes occurring early on may persist, and that these changes may be important in maintaining motor dysfunction. There are also some clusters that show differential gene expression in 3d females (clusters 4, 6, and 12) but not in the more severely affected females (7d treated) or chronically diseased males. Additionally, cluster 2 shows opposite responses between the 3d females and the more affected 7d females and males. 

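Riok3, an atypical protein kinase, rose by 1.82 ± 0.05 in Tg females at 3d and fell by 2.76 ± 0.33 at 7d, but the mean of its probes gave 0.95 and -0.57, under 2-fold. Plec, the cytolinker plectin, rose by 1.74 ± 0.24 at 3d and fell by 2.35 ± 0.04 at 7d, but WT females with 3d T were 2.45 ± 0.26 lower than untreated WT females at this gene, and its brightest probe gave -0.85 at 3d and -0.50 at 7d. E2f2, a transcription factor of the cell cycle, went the other way, with -6.19 ± 2.12 at 3d and 2.53 ± 0.27 at 7d. Its 7d value lay in the WT females: WT with 7d T differed from untreated WT by -2.24, and Tg with 7d T by 0.28. Myh8, the perinatal myosin heavy chain, moved from -2.64 ± 0.53 to 1.86 ± 0.23, on a dim spot, and its 7d value turned to -1.58 with quantile normalization. Higher at 3d and lower at 7d were 71 genes, and lower at 3d and higher at 7d were 91. These directions also depend on the WT groups, and for the counts Tg 7d was not compared with Tg 3d directly. The males were not analysed here.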

The genes that are altered early on in the 3d group may be important for initiating motor dysfunction. Complete gene lists and fold changes are presented in S4 Table.

**Fig 3:**
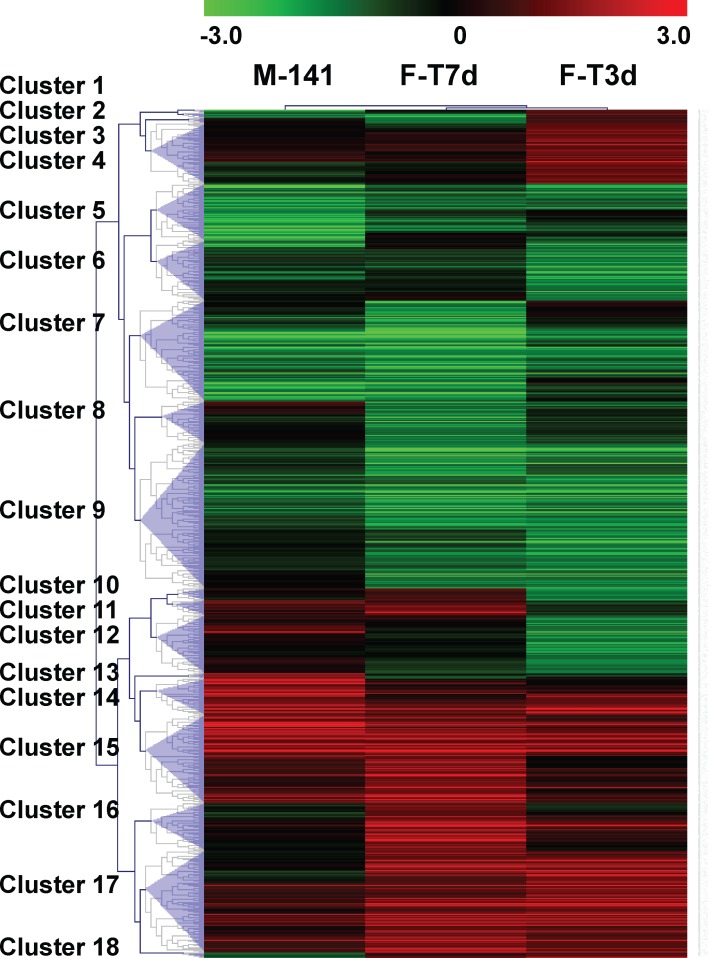
Hierarchical cluster analysis of gene expression in male HSA-AR Tg (M-141) and female HSA-AR Tg after 3 days (F-T3d) and 7 days (F-T7d) testosterone treatment. Cluster output represents colorimetrically indicated log2 ratio change. Male Tg mice and female Tg mice after 3 and 7 days testosterone treatment are represented by columns and rows represent a single gene. Clusters of genes differentially expressed in a similar pattern are labeled.

Furthermore, examining the overlap between genes differentially expressed after 3 and 7d T treatment in females and Tg males helps us to distinguish between genes which initiate pathology from those that are more likely involved with more chronic wasting or compensatory changes. A Venn diagram shows that at least 127 genes are differentially expressed in all three groups: T-treated Tg females (3 and 7d) and Tg males (Fig. 4).

**Fig 4:**
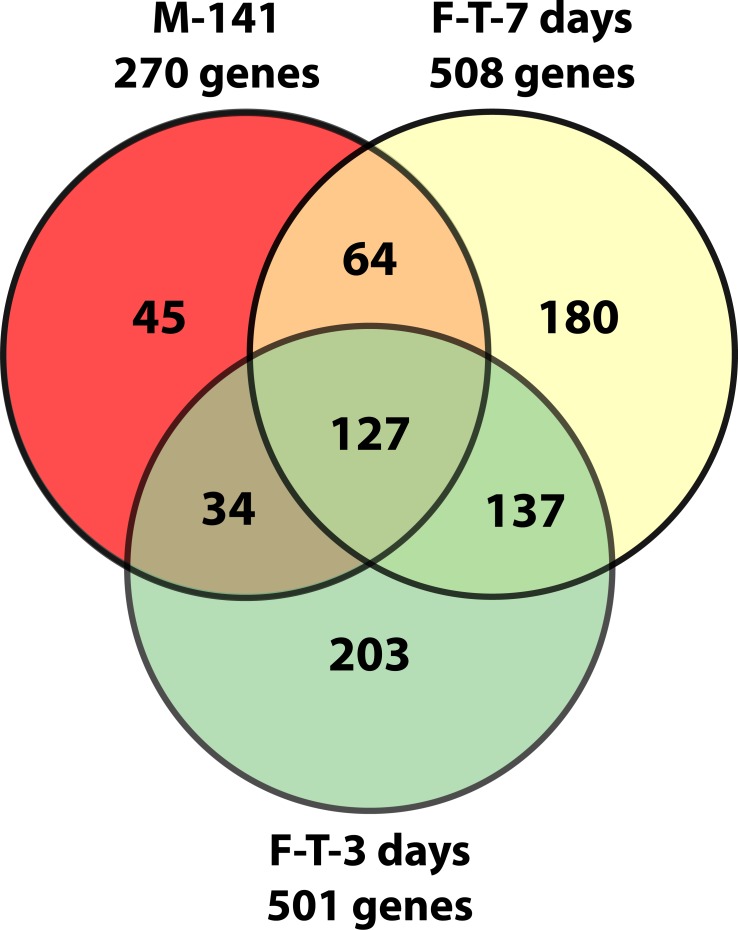
Venn diagram of microarray results in male HSA-AR Tg (M-141) and female HSA-AR Tg after 3 days (F-T-3days) and 7 days (F-T-7days) testosterone treatment. Diagram representing the number of genes whose expression differed from controls. Gene numbers were obtained by examining gene lists generated by a 2-fold, p<0.05 criterion.

Another advantage to the current study is that we are able to identify early, transient changes in gene expression following T exposure (i.e., genes that are differentially expressed in 3d treated females but not in 7d treated Tg females and Tg males). 

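Compared directly, Tg females with 7d T and Tg females with 3d T differed at least 2-fold at 1017 genes, 455 higher and 562 lower at 7d. That count was 270 at a signal minimum of 400, 373 with the median of the recovered signals as index, and 1758 as deposited, 279 higher and 1479 lower. Ltbp3 was higher at 7d (3.63 ± 0.14), and Mest was lower (-6.33 ± 0.94). Rbp4, the carrier of retinol in blood, was 7.83 ± 0.25 higher at 7d than at 3d, after a difference from WT of -10.25 ± 0.16 at 3d and -1.31 ± 1.11 at 7d. The 7d difference from WT was not kept at 2-fold as deposited, with lowess over the whole array, with array weights or without WT 7d T replicate 1. Plekha4, a membrane-binding adaptor, had the same course, 6.25 ± 0.71 higher at 7d after -8.71 ± 0.74. Pvalb was lower at 7d than at 3d (-3.77 ± 0.05), as were Myh7 (-4.23 ± 0.06) and Myl3 (-3.72 ± 0.02). Of the genes that differed from WT females at 3d and not at 7d, 248 differed at least 2-fold between the Tg groups themselves. A second probe moved the same way at 3d in 65.6% of 317 such genes (exact 95% interval 60.1% to 70.8%). Tg males were not analysed here.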

There are a total of 203 genes that are differentially expressed specifically in Tg females treated for only 3d, but not differentially expressed in the animals exposed to disease and motor dysfunction for longer. Thus, it is possible that these temporary changes are not critical for maintaining disease progression.

Perhaps the most interesting and valuable comparisons are those between disease-induced Tg female and unmanipulated male KD/SBMA mice (described above). Genes that overlap between the females in the current study and the three male models from Mo et al. [11] lend insight into gene expression changes that are androgen dependent and consistently associated with motor dysfunction. We chose the 7d treated female group rather than 3d as their motor ability is comparable to diseased male KD/SBMA mice. 

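Ddit4l, a stress-induced inhibitor of mTOR signalling, fell in Tg females (-2.52 ± 0.03 at 3d and -2.54 ± 0.09 at 7d). Phka1, the regulatory alpha subunit of muscle phosphorylase kinase, differed by -1.25 ± 0.18 and -2.35 ± 0.09, with -1.70 at 7d at its brightest probe. Its value at 3d turned to 0.14 under quantile normalization without lowess, relative to the shift of all genes. Mcrip2, a protein linked to stress granules, fell (-1.91 ± 1.05 and -1.67 ± 0.06), with -0.45 and -2.06 at its second probe and -0.69 at 3d when arrays were only centred. Mt1, a metal-binding metallothionein, rose by 2.21 ± 0.08 and 2.62 ± 0.13. At 7d, 14 of the 20 genes of Table 2 fell at least 2-fold, 5 rose, and 1, Tuba8, was lower by less than 2-fold. The median was -1.90 at 7d and -1.29 at 3d. The paper chose this list partly on these samples, so its direction is not independent evidence. Males were not analysed here.

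**Figure D3:**
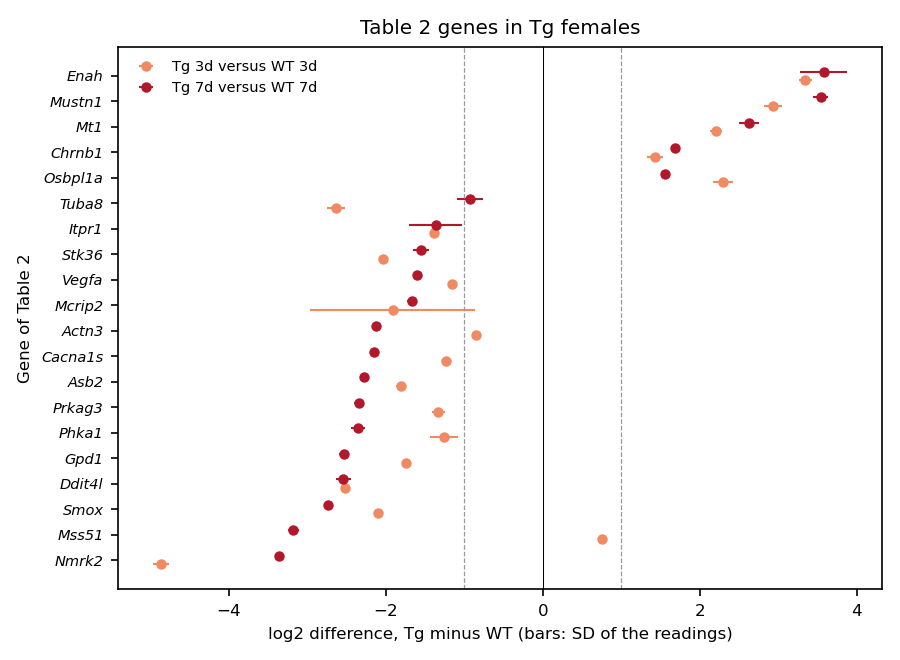
Log2 difference of the 20 genes of Table 2 between Tg and WT females at 3d and 7d, with bars for the SD of 3 readings per group, counted as 1 hybridization. Mt1 lies at 2.21 and 2.62 and Ddit4l at -2.52 and -2.54.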

A total of 20 genes were found to overlap across the four groups (Table 2). Note that some of these genes were also differentially expressed in other models like Huntington’s disease (HD; [17]), AR knock out (ARKO; [18]), and Atrophy [19,20] (Table 2). The significance and possible relationship of these candidate genes to the disease process is described further below.

**Table 2:** The list and fold change of differentially expressed genes found in three KD/SBMA mouse models (as compared to WT controls) and female HSA-AR Tg mice with 7 days testosterone treatment (as compared to WT with 7 days testosterone treatment).

ID	Symbol	UniGene Name	Female 141–7d	Male 141	Tg 97Q	KI 113Q	Also in other models
AK009352	Nmrk2	Nicotinamide riboside kinase 2	-9.71	-4.63	-81.97	-13.01	ARKO
NM_008832	Phka1	Phosphorylase kinase alpha 1	-2.85	-5.46	-5.54	-3.95	Atrophy
NM_009505	Vegfa	Vascular endothelial growth factor A	-2.73	-1.86	-5.11	-2.22	
NM_009601	AChRb	Cholinergic receptor (acetylcholine receptor)	2.25	3.20	4.89	2.03	HD
NM_010135	Enah	Enabled homolog	4.76	3.63	3.97	2.01	
NM_010271	Gpd1	Glycerol-3-phosphate dehydrogenase 1	-3.58	-2.49	-7.15	-2.72	HD
NM_010585	Itpr1	Inositol 1,4,5-triphosphate receptor 1	-2.46	-8.72	-3.43	-5.94	HD
NM_013456	Actn3	Actinin alpha 3	-2.38	-4.59	-5.10	-1.93	HD
NM_013602	Mt1	Metallothionein 1	2.22	3.78	2.69	2.45	Atrophy
NM_017379	Tuba8	Tubulin, alpha 8	-2.01	-3.36	-2.71	-2.21	HD
NM_023049	Asb2	Ankyrin repeat and SOCS box-containing protein 2	-5.03	-3.45	-2.28	-2.92	
NM_026633		RIKEN cDNA 9530058B02 gene	-4.44	-2.73	-3.11	-2.54	
NM_030143	Ddit4l	DNA-damage-inducible transcript 4-like	-3.14	-6.45	-6.23	-5.51	
NM_145533	Smox	Spermine oxidase	-3.20	-7.27	-33.20	-15.25	ARKO
NM_153744	Prkag3	Protein kinase, AMP-activated, gamma 3	-3.01	-2.52	-2.51	-2.06	
NM_175031	Stk36	Serine/threonine kinase 36	-2.16	-2.19	-3.41	-3.42	
NM_181390	Mustn1	Musculoskeletal, embryonic nuclear protein 1	5.17	2.92	11.01	5.57	
NM_207530	Osbpl1a	Oxysterol binding protein-like 1A	2.50	3.57	2.51	2.14	
NM_029104	Mss51	Mitochondrial translational activator	-7.36	-9.47	-8.79	-32.22	ARKO
XM_358335	Cacna1s	Calcium channel, voltage-dependent, alpha 1S	-3.43	-2.97	-2.76	-2.08	

Some of these genes were also differentially expressed in other models like Huntington’s disease (HD; [17]), AR knock out (ARKO; [18]), and Atrophy [19,20].

Finally, to validate our microarray analysis, we performed quantitative real-time PCR (qRT-PCR) on several important genes with higher, middle, and lower levels of mRNA as detected by the microarray (Fig. 5). Genes included: MSS51 mitochondrial translational activator (*Mss51*), Tropomyosin 3 (*Tpm3*), Kyphoscoliosis peptidase (*Ky*), Troponin I (*Tnni1*), Prostaglandin D2 synthase (*Ptgds*), Lipocalin 2 (*Lcn2*), immunoglobulin heavy constant gamma 2A (*Ighg2a*) and Glial cell line derived neurotrophic factor (*Gdnf*). 

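Of the genes chosen for qRT-PCR, Tpm3, slow tropomyosin, differed on the arrays by -2.57 ± 0.01 at 3d and -4.27 ± 0.03 at 7d in Tg relative to WT females, while its other 2 probes gave 0.60 and 0.10 at 3d and -0.95 and -0.51 at 7d. Tnni1, slow troponin I, fell (-2.22 ± 0.05 and -3.60 ± 0.09). Ky, a muscle protein lost in kyphoscoliosis mice, differed by -1.04 ± 0.06 and -4.66 ± 0.07; its 3d value was -0.06 with lowess over the whole array and -0.38 as deposited, so only the fall at 7d held. Mss51, a muscle protein of mitochondria, differed by 0.76 ± 0.05 at 3d and fell by 3.18 ± 0.07 at 7d, and its level fell by 2.81 ± 0.07 between Tg 3d and Tg 7d. Gdnf, a trophic factor for motoneurons, rose by 3.19 ± 0.02 and 2.64 ± 0.05. Lcn2, an iron-carrier binding protein of neutrophils and injured tissue, rose by 7.02 ± 0.19 and 6.46 ± 2.41. Ptgds, which makes prostaglandin D2, rose by 5.65 ± 0.05 and 11.45 ± 0.49. Part of the latter lies in the WT females, where 7d T moved Ptgds by -3.72 ± 0.82, and against untreated WT females the Tg values were 7.51 and 7.73. The median of the 7 measured genes, a list the study chose, is Mss51's own value at both times. No measured probe is named for Ighg2a in the annotation used here. A probe for the related IGHG2C rose by 4.50 ± 0.40 and 10.20 ± 1.54. The qRT-PCR values were not analysed here.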

All samples were compared to WT controls to evaluate fold changes. Although the magnitudes of changes in levels of mRNA were different, qRT-PCR analyses were consistent with microarray results and similar patterns of regulation in female Tg mice with T were observed.

**Fig 5:**
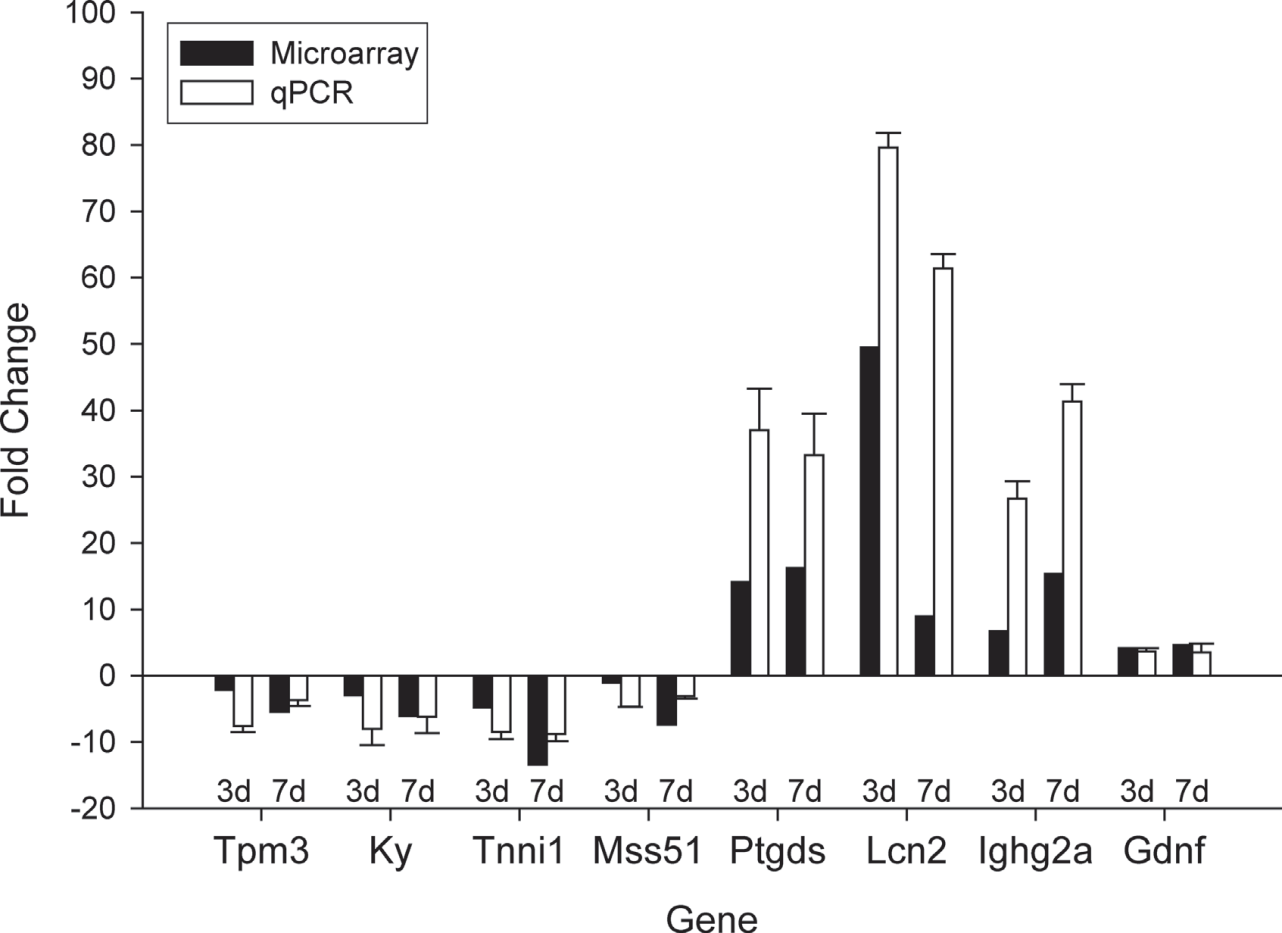
Validation of the results of microarray experiments by qRT-PCR analysis. Overall, we find consistency between qPCR and microarray analysis. Genes of varying fold changes were chosen to demonstrate the validity of microarray data. Bars show Tg females treated with testosterone for 3 days as compared to WT treated for 3 days, and Tg females treated for 7 days as compared to female WT treated for 7 days. Error bars represent standard error of the mean.

## Discussion

In this study, we examined the transcriptional changes in muscles of females that overexpress *AR* specifically in myocytes. Following 7d of T treatment, motor dysfunction is profound in these mice, comparable to their chronically diseased male siblings [13]. We found that many of the genes dysregulated in muscle of KD/SBMA male mice [11] are also dysregulated in females, indicating that these specified genes are both T-dependent, thus relevant for KD/SBMA, *and* important in early disease progression rather than a byproduct of prolonged disease. A total of 20 commonly differentially expressed genes were identified in 7d T-treated HSA-AR females and three previously characterized male mouse models (HSA-AR, 97Q, and 113Q; Table 2).

Notably, many of the candidate genes are involved in muscle regeneration and/or differentiation. Dysregulation of such genes may explain the inability of these mice to maintain muscle fiber integrity and thus endure motor tests. For example, expression of the *Nmrk2* gene (previously known as *Itgb1bp3*) is decreased. This codes for the protein MIBP and is important for communication with laminin in the extracellular matrix. It is expressed at high levels prior to myoblast fusion and decreases following differentiation [21]. 

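Nmrk2, a muscle kinase of nicotinamide riboside that also binds integrin, fell (-4.86 ± 0.10 at 3d and -3.35 ± 0.05 at 7d) in Tg relative to WT females. T raised it in WT females, by 1.75 ± 0.17 at 3d and 1.48 ± 0.16 at 7d. Against untreated WT females Tg females were still lower, at -3.11 ± 0.17 and -1.87 ± 0.16.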

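Asb2, a substrate receptor of a ubiquitin ligase in muscle, fell (-1.81 ± 0.05 at 3d and -2.28 ± 0.04 at 7d) in Tg relative to WT females, on a bright spot, with a 3d value of -0.93 when arrays were only centred. Of 14 genes of atrophy ubiquitin ligases and autophagy, 3 rose and 2 fell at 3d (median 0.17), and 3 rose and none fell at 7d (median 0.06), within the central 95% of random lists. Sqstm1, the autophagy receptor p62, rose at both times (1.34 and 1.41). Foxo1, a transcription factor of muscle atrophy, fell by 1.18 at 3d and rose by 1.56 at 7d.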

*Asb2* (codes for a subunit of E3 ubiquitin ligase complex) is also downregulated. This gene is induced during myogenic differentiation and a knockdown of it leads to delayed myotube formation [22]. 

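In Tg females Stk36, a kinase of the hedgehog pathway, was lower than in WT females at 3d (-2.03 ± 0.04, but -0.90 when arrays were only centred) and at 7d (-1.55 ± 0.10). WT females with 3d T differed from untreated WT females by 0.79 ± 0.04 at this gene. The difference of Tg from untreated WT females was -1.24 at 3d and -1.35 at 7d.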

*Stk36* (coding for homolog of the Drosophila Fused gene) is reduced in female and male KD/SBMA muscle. This protein is important in vertebrates as demonstrated by its effects on muscle differentiation in zebrafish, acting via the hedgehog pathway [23]. However, knocking out this gene in mice did not cause apparent detrimental effects [24]. *Smox* is downregulated in all of the male models and in females treated with T for 3 or 7d. 

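Smox, which oxidizes spermine, fell (-2.09 ± 0.03 at 3d and -2.73 ± 0.04 at 7d) in Tg relative to WT females. When arrays were only centred its 3d value was under 2-fold (-0.93). Its 4 probes gave -0.94 to -2.58 at 3d and -1.85 to -2.73 at 7d. In WT females Smox rose with T, by 1.80 ± 0.16 and 1.92 ± 0.17 (0.66 at 3d at a brighter probe). Tg females differed from untreated WT females by -0.29 ± 0.16 and -0.81 ± 0.16, under 2-fold. Of 10 genes of polyamine metabolism, 2 rose and 1 fell at 3d (median 0.01), and 1 rose and 4 fell at 7d (median -0.30). Sat1, which acetylates spermidine and spermine, was the 1 that rose at 7d (1.86 ± 0.19).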

The protein coded by this gene, spermine oxidase, is important for maintaining polyamine homeostasis. It is associated with muscle differentiation and increases during late differentiation stages [25]. Furthermore, some diseases are associated with dysregulation of spermine oxidase, and inhibition of polyamine catabolism can be fatal (reviewed in [26]). Additionally, the *Gpd1* gene (coding for glycerol-3-phosphate dehydrogenase 1) is important in lipid biosynthesis and also linked to muscle cell differentiation, being expressed more in adult muscle [27]. 

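Gpd1 encodes the cytosolic enzyme that links glycolysis to glycerol lipids. Its transcript fell (-1.75 ± 0.03 at 3d and -2.53 ± 0.06 at 7d) in Tg relative to WT females, with -0.88 at 3d under quantile normalization. In WT females T moved it by -0.06 ± 0.02 and 0.17 ± 0.07. Lpl, which releases fatty acids from lipoproteins, also fell (-1.61 and -2.12), with -0.42 and -1.45 at a brighter probe. Adipocyte markers, 6 measured, had no member at 2-fold at either time (medians -0.17 and 0.08).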

We detected decreased expression of *Gpd1* in adult KD/SBMA muscle, indicating a shift towards more myoblasts suggestive of a regenerative response. Alternatively, it may be a side effect of weight loss, as a decrease has been reported in humans following gastric bypass surgery [28].

The *Enah* gene codes for the Mena protein in mammals and is important for cytoskeletal actin dynamics [29]. A recent study demonstrated that overexpression of Mena in cardiac myocytes caused hypertrophy and negatively impacted heart function following injury, leading to contractile dysfunction [30]. We show that expression of *Enah* is increased in skeletal muscle of KD/SBMA mice, which may lead to perturbed myocyte homeostasis and/or regeneration ability. 

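Enah, an actin regulator of cell edges, rose by 3.34 ± 0.09 at 3d and by 3.58 ± 0.30 at 7d in Tg relative to WT females. Its 4 probes all gave higher values in Tg females, at least 2-fold at 3d, up to 3.64, and from 0.70 to 3.58 at 7d. In WT females T moved it by -0.10 ± 0.13 and 0.22 ± 0.27 at the probe used. Its other probes gave -0.30, -1.65 and -1.13 at 3d and -0.45, -1.34 and 0.27 at 7d. Against untreated WT females the brightest probe gave 0.45 at 3d and 0.96 at 7d in Tg females, under 2-fold, and the others from 1.99 to 3.25 and from 1.91 to 3.80.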

Another gene important for maintaining myocyte homeostasis is *Prkag3*, as it codes for the gamma-3 subunit of the AMP-activated protein kinase (AMPK). Activation of AMPK results in glucose uptake, which is important during muscle contraction. Also, differentiation of myoblasts to myocytes results in increased gamma-3 mRNA. *Prkag3* transcripts were reduced in KD/SBMA muscle, which may lead to altered contraction ability. 

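Prkag3, the muscle gamma subunit of AMP-activated kinase, differed by -1.33 ± 0.09 at 3d and -2.34 ± 0.06 at 7d in Tg relative to WT females. A second, brighter probe gave 0.05 at 3d and -2.0 at 7d, so only the fall at 7d was shared by both probes.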

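Tg females had more Mustn1 transcript, which encodes a small nuclear protein of regenerating bone and muscle, than WT females at 3d (2.93 ± 0.11) and at 7d (3.54 ± 0.10). In WT females it fell with T (-1.48 ± 0.13 and -1.22 ± 0.08). Among 12 myogenic and regeneration genes, 6 rose and 1 fell at 3d (median 1.40), and 8 rose and none fell at 7d (median 1.43), above all random lists matched on signal, though not by camera with an estimated correlation between genes at either time. Tnfrsf12a, the receptor of TWEAK, was among them at 3d (2.72), and Hbegf, a ligand of the EGF receptor, at 7d (2.41).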

*Mustn1* transcripts (which code for Mustang) are increased in KD/SBMA muscles of female and male models. Upregulation of this gene occurs during adult regeneration, hypertrophy, and exercise [31,32]. Increased Mustang in KD/SBMA mice may contribute to their ability to recover following T removal [8,9,12,13].

Denervation-like responses are also present in muscles of these KD/SBMA mice. For example, an AchR subunit (alpha) was upregulated in the HSA-AR model [9,13]. The current study revealed that the beta polypeptide 1 subunit (*AchRb*) is also increased, which is also representative of what occurs in the denervated diaphragm and in *mdx* mice [33].

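Chrnb1, the beta subunit of the muscle acetylcholine receptor, rose by 1.43 ± 0.10 at 3d and by 1.68 ± 0.03 at 7d in Tg relative to WT females, on a dim spot; with quantile normalization these were 0.25 and 0.91, under 2-fold. Musk, the receptor kinase that gathers these receptors at the synapse, rose by 3.04 ± 0.03 and 4.96 ± 0.21. Chrna1, the alpha subunit, differed by -0.86 ± 0.12 and -0.18 ± 0.09, under 2-fold, and its second probe gave 0.20 and 0.18. Of 11 denervation response genes, 7 rose and 2 fell at 3d (median 2.04), and 8 rose and none fell at 7d (median 1.86), above all random lists; by camera with an estimated correlation the list passed at 7d only. Mt2, a metallothionein, rose by 3.20 and 5.31, and Ankrd1, a stress-responsive sarcomere protein, by 2.50 and 3.20. Gadd45a, a stress protein of atrophying muscle, fell at 3d (-3.42). The neuromuscular junction list, 7 measured, had 2 higher and 2 lower genes at each time (medians -0.84 and -0.45).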

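Vegfa, the growth factor of endothelial cells, differed by -1.15 ± 0.06 at 3d and -1.60 ± 0.04 at 7d in Tg relative to WT females. The 3d value turned to 0.29 with arrays only centred and to 0.24 with quantile normalization, relative to the shift of all genes, and the 7d value kept its sign. Kdr, the main Vegfa receptor of endothelium, fell (-1.19 and -2.18). Of 6 angiogenic factors 3 fell and 1 rose at each time (medians -0.55 and -0.99, percentiles 9.5 and 1.8 of random lists). The list did not pass camera with an estimated correlation between genes at either time, and its 7d place was kept in 9 of 13 alternatives.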

We observed *Vegfa* downregulation in T-treated HSA-AR females in the current study, which is consistent with what was previously reported in male and female KD/SBMA mice [9,11,13,34]. Interestingly, local application of this growth factor at the muscle ameliorates axonal transport deficits in HSA-AR and 113Q male mice [35] and improves disease progression in an amyotrophic lateral sclerosis rat model [36]. 

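Osbpl1a rose by 2.30 ± 0.13 at 3d and by 1.56 ± 0.04 at 7d in Tg relative to WT females. It encodes a sterol-binding protein of late endosomes. A second probe gave -0.73 at 3d and 1.20 at 7d. Rab7, the small GTPase of late endosomes, differed by -1.31 ± 0.06 and -0.70 ± 0.04. Its other 2 probes gave -0.24 and -0.26 at 3d and 0.55 and -0.19 at 7d, so its direction at 7d is open.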

The *Osbpl1a* gene, coding for oxysterol binding protein-like 1A (ORP1l), is important for positioning late endosomes [37] and is upregulated in KD/SBMA muscle. Overexpression of ORP1l results in reduced endosome motility [38]. Furthermore, ORP1l interacts with Rab7 [39], a GTPase that is important for vesicle trafficking. Rab7 is important for trafficking neurotrophic factors such as BDNF and its receptor [40] and thus impairments in ORP1l regulation may ultimately deprive the muscle and/or motoneuron of receiving growth factor signals. Additionally, the *Tuba8* gene codes for an alpha tubulin, which makes up cytoskeletal microtubules. Its downregulation in KD/SBMA muscle may contribute to deficits in growth factor transport.

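Tuba8, an alpha tubulin of muscle and brain, fell by 2.63 ± 0.11 at 3d and differed by -0.92 ± 0.17 at 7d in Tg relative to WT females. At its second probe the values were -0.89 and -2.01, so each time had 1 probe of 2 over 2-fold. Tg females differed from untreated WT females by -3.00 ± 0.13 and -1.56 ± 0.13.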

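Itpr1, a calcium release channel of the reticulum, fell (-1.39 ± 0.03 at 3d and -1.36 ± 0.34 at 7d) in Tg relative to WT females. Cacna1s, the voltage sensor of the transverse tubule, differed by -1.24 ± 0.03 and -2.15 ± 0.03, with -0.74 at 3d when arrays were only centred. Of 21 calcium handling genes, 10 fell at 3d (median -0.88, percentile 0.1 of random lists) and 14 at 7d (median -1.86, below all random lists), and none rose. Stac3, an adaptor of the voltage sensor, fell (-1.86 and -2.78), as did Sypl2, a triad junction protein (-2.14 and -2.85). Voltage-gated channels and ion pumps, 13 measured, had 5 lower genes at 3d (median -0.90) and 10 at 7d (median -2.16), with none higher. Kcnc4, a potassium channel, fell (-1.99 and -2.96), as did Atp1b2, a sodium pump subunit (-2.48 and -2.78). Between 3d and 7d the medians of both lists changed by -0.71 and -0.98, but neither change passed camera with an estimated correlation between genes, and that of the channels kept its place outside the random lists in 16 of 20 alternatives.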

Proteins involved in calcium handing are downregulated in muscle of KD/SBMA mouse models (*Itpr1*, inositol 1,4,5-triphosphate receptor 1 and *Cacna1s*, voltage-dependent calcium channel alpha 1s). Oki et al. [41] examined contractile properties of T-treated HSA-AR females and suggest that deficits in twitch and tetanus kinetics may be due to improper calcium handling. Additionally, we note deficits in transcript levels of *Actn3* (Actinin alpha 3) in KD/SBMA muscle. 

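Actn3, the actin crosslinker of fast fibre Z discs, fell by 2.12 ± 0.05 at 7d and differed by -0.85 ± 0.04 at 3d, on one of the brightest spots. A second probe gave -1.62 at 3d and -1.40 at 7d. T moved it in WT females by 0.57 ± 0.02 at 3d and 0.26 ± 0.03 at 7d, and by 0.18 and -0.26 at the second probe.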

Actn3 knockout results in reduced glycogen phosphorylase activity in mice and slower calcium handling kinetics in cultured primary mouse myotubes [42]. Decreased expresstion of these three genes may contribute to some of the contractile deficits examined in Oki et al. [41].

In the current study we present data for which androgen-dependent transcriptional alterations occur during KD/SBMA disease onset. It would be interesting in the future to identify transcriptional alterations that occur during recovery (either castration in males or T-removal in females). This will be particularly useful for identifying those genes which mediate recovery. Furthermore, those genes that do not change during early recovery can be ruled out as they are not involved in motor improvements. Likewise, those genes that are differentially expressed prior to any T treatment in Tg females with intact motor function might also be excluded as important in disease progression, as they may be differentially expressed solely due to transgene presence.

## Supporting Information

S1 Table List of primers used for quantitative RT-PCR validation of microarray results.

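This table gives the forward and reverse primers of the qRT-PCR genes, which amplify a short stretch of each cDNA. The table lists the same primers for Gdnf and Lcn2. The expression of each gene was set relative to Gapdh, for which no measured probe is named in the annotation used here. The PCR measurements themselves were not analysed here.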

S2 Table Genes altered in transgenic females following testosterone treatment. Genes altered in transgenic muscle following 3D or 7D testosterone treatment. For inclusion, each gene had to appear in the gene list generated by a 2 fold change, p≤0.05 criteria. Fold change values relative to wildtype controls treated for equivalent time are presented, as are Genbank accession numbers, unigene symbols and names.

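The values in this table are the paper's fold differences between Tg and WT females with the same T treatment, with a minus sign for lower in Tg. Of its entries at 2-fold or more at 3d, 307 were matched to a compared probe, and 283 of them (92.2%) had the same direction here, 215 also at 2-fold. At 7d 351 were matched, 338 (96.3%) had the same direction and 301 also reached 2-fold. Across these, which are not independent replicates, the log2 values had a correlation of 0.83 at 3d and 0.90 at 7d. Over all 533 matched entries, without a fold minimum, 81.4% at 3d and 88.9% at 7d had the same direction.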

(XLS)

S3 Table Genes altered in wildtype females following testosterone treatment. Genes altered in wildtype muscle following 3D or 7D testosterone treatment. For inclusion, each gene had to appear in the gene list generated by a 2 fold change, p≤0.05 criteria. Fold change values relative to untreated wildtype controls are presented, as are Genbank accession numbers, unigene symbols and names.

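Here the paper's fold differences are between T-treated and untreated WT females. Of the entries at 2-fold or more, 69 were matched at 3d and 62 of them (89.9%) had the same direction in the comparison made here, 40 also at 2-fold. At 7d 41 were matched, 38 (92.7%) had the same direction and 30 also reached 2-fold. Over all matched entries, without a fold minimum, 71.1% of 533 at 3d (correlation 0.56) and 75.6% at 7d (0.67) had the same direction.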

(XLS)

S4 Table Comparison of genes altered in transgenic males with those altered in transgenic females following testosterone treatment. Genes altered in transgenic males relative to wildtype males [11] and transgenic females treated with testosterone relative to wildtype controls treated for equivalent time relative to wildtype muscle following 3D or 7D testosterone treatment. Fold change values, as are Genbank accession numbers, unigene symbols and names.

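Beside the male values, which were not analysed here, this table repeats fold differences of T-treated Tg females from WT females. Of the female entries at 2-fold or more, 403 were matched at 3d and 386 (95.8%) had the same direction here. At 7d 395 were matched and 390 (98.7%) did. Over all 613 matched entries 88.1% at 3d and 94.0% at 7d did.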

(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

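RNA of hindlimb muscles of ovariectomized female mice was measured on spotted arrays of 70-base probes. The groups were Tg females with 3d T, Tg females with 7d T, untreated WT females, WT females with 3d T and WT females with 7d T, with 3 arrays each, 15 in all. According to the methods, Cy5 marked the sample and Cy3 a WT reference pool, with no dye swap, and the authors normalized by lowess at the subgrid level and called genes by fold, coefficient of variation and a t-test. Arrays of males and qRT-PCR measurements were not analysed here.

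The values the authors deposited are log2 ratios of Cy5 over Cy3 without that normalization: the median differs between arrays, and the ratio depends on spot signal in opposite ways in different groups. As deposited, Tg 3d T and WT 3d T had a correlation of -0.37 across probes, and Tg 7d T and WT 3d T one of -0.35. After normalization these were -0.05 and -0.06. The direction of the ratio was taken from the methods, since the methods state the dyes. Over probes with enough signal the normalized ratios of WT 3d T had correlations of 0.29 with untreated WT, 0.08 with Tg 3d T and 0.01 with Tg 7d T (-0.05 and -0.09 with the Tg groups as deposited). With the WT 3d T ratios turned, a check chosen after seeing the data, 2303 genes changed for Tg 3d versus WT 3d and 2113 for WT 3d versus untreated, and of the paper's entries at 2-fold 89.3% in place of 92.2% and 42.0% in place of 89.9% had the same direction. The paper thus took the direction used here. Its values come from the same arrays, so they cannot show whether the dyes of an array were exchanged in the laboratory. The paper reports that qRT-PCR of several genes in Tg relative to WT females gave patterns like those of its arrays. Those measurements were not analysed here, so the question stays open. On 3 arrays (Tg 3d T replicate 1, WT untreated replicates 1 and 2) the ratios carry 9 decimals, which was enough to recover the whole-number signals of both dyes; the other 12 carry 4 decimals. For each ratio the fraction of the smallest whole numbers that equals 2 to that power was taken. The larger of the 2 signals had a median of 25 to 37 on the 3 arrays, and 98.9% to 99.5% were under 10000. The same search on ratios shifted at random gave medians of 58111 to 68096, with 1.1% to 1.8% under 10000. In simulated data, signals with no common divisor were recovered in 100.0% of 3055 pairs. Signals that share a divisor come out too low, so the signal of a probe was taken as the highest over the 3 arrays of the geometric mean of both dyes. The signal of a probe sets the depth of these data: 11.5% to 20.9% of spots reached a signal of 100 on the 3 arrays. On the 12 other arrays the signal is not known, and the value from the 3 arrays stands for it. That value transfers poorly between arrays: the reference signals of 2 of the 3 arrays had Spearman correlations of 0.47 to 0.48 over all probes and of 0.44 to 0.67 over bright probes. The only pair of the same group, WT untreated replicates 1 and 2, had 0.48 and 0.67.

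Of 38880 probes, 30457 carry 1 gene symbol and 8423 none. Older symbols were updated through a table of synonyms (8317 distinct symbols of 21476). Ratios were normalized by lowess on the log2 signal (span 0.4) within each of 48 blocks of 810 consecutive probes, as stand-ins for the subgrids, whose layout was not used here. Probes with a signal of at least 100 (9303) and at least 2 measured values in each group were kept. Of the 1331 genes with more than 1 such probe, the probe measured on most arrays was taken, and among equals the one with the largest SD over all 15 arrays without regard to group, which left 7188 genes and unnamed probes, 6138 with a gene name and 1050 without. That choice, planned before the data were examined, favours probes with larger differences; the brightest probe of a gene, another probe in 835 of them, and the mean of its probes are alternatives. Under a setting that changes the SD, the chosen probe can change too (607 genes with centring). No measured probe is named for Ar, Gapdh or Ighg2a in the annotation used here, and all probes of Bdnf lay under the signal minimum. The lowess step and the signal minimum were chosen after seeing the ratios, after a comparison of signal minimums of 100, 200 and 400 and of centring, lowess over the whole array and lowess within blocks. That comparison also looked at the paper's Tables S2 to S4, so the nearness of these values to the paper's is not independent of it.

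The arrays labelled as replicates share values to 4 decimals within groups, which separate hybridizations would not. They were therefore counted as 3 readings of 1 hybridization per group, 5 hybridizations in all, and no test against replicates was made for the values reported. WT untreated replicate 1 and WT 7d T replicate 1 are exceptions whose status is open, and they were pooled with their groups. The paper's methods describe triplicate arrays from different animals. A group's value is the mean of its readings, and a gene was called changed when 2 groups differed by at least 2-fold. An SD beside a difference combines the SDs of the readings of both groups; the median SD of the readings was 0.03 for Tg 3d T, 0.06 for Tg 7d T, 0.15 for untreated WT, 0.06 for WT 3d T and 0.09 for WT 7d T. By this count it holds no spread between mice or hybridizations. If WT untreated replicate 1 and WT 7d T replicate 1 are separate samples, the SDs of comparisons with their groups do hold some. The first 2 probes of a gene had a correlation across genes of 0.36 for Tg 3d versus WT 3d, 0.60 for Tg 7d versus WT 7d, 0.05 for WT 3d versus untreated and 0.13 for WT 7d versus untreated, so single genes of the WT comparisons have little backing. The plan made before the data were examined was limma on 15 separate samples with an adjusted p under 0.05. That plan is given as an alternative, because it takes the readings as mice.

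The comparisons of the paper were made (Tg versus WT at 3d and at 7d, WT with 3d T and with 7d T versus untreated WT), together with the change of the Tg effect from 3d to 7d, Tg 7d versus Tg 3d, and each Tg group versus untreated WT. Overlaps were set against the number that independent lists would share. Gene lists, 36 in all, were fixed before the data were examined and cover fibre types, calcium handling, the sarcomere, the neuromuscular junction, denervation, protein breakdown, energy metabolism, chaperones, matrix, regeneration, polyamines, steroid targets, immediate early genes, channels, angiogenic factors, ribosomal proteins, markers of 11 other cell types, and the paper's own 2 lists. The paper's Tables S2 to S4, which come from the same arrays, had been read when the lists were written. The places of the lists are therefore not blind to those results. Genes that the paper names are among the members, such as Itpr1, Cacna1s, Gdnf and Mt1. The lists share members, so they are not separate lines of evidence. Among others, Kdr and Flt1 stand on the endothelial and the angiogenic list, and Col1a1, Col1a2, Dcn and Lum on the fibroblast and the matrix list. The denervation and myogenic lists share Myod1, Myog, Ncam1, Cdkn1a, Myh3, Myh8 and Ankrd1. The calcium handling list shares Atp2a1, Casq1 and Pvalb with fast fibre genes, Atp2a2 and Casq2 with slow fibre genes, and Cacna1s and Cacnb1 with the channels. The median of each list with at least 3 measured members (33 lists) was compared with 10000 random lists matched on signal in 20 bins, and a list outside percentiles 2.5 to 97.5 was said to stand apart. Genes named are those the paper names, the 8 largest rises and 8 largest falls per comparison among named genes at 2-fold with no overlap of readings, and up to 4 members per list with the largest differences. Size took the place of the p that the rule used before the data were examined. Tables S2 to S4 had been read before that rule was written. Ankrd2 and Plec were named after their values were seen.

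The alternatives were centring each array on its median, quantile normalization, the deposited ratios, lowess over the whole array, other signal minimums and indices, another span, only named genes, only genes measured on all arrays, the mean of a gene's probes, its brightest probe, leaving out each array in turn, and limma with robust empirical Bayes, array weights, a replicate block or only the arrays compared. The limma fit had 10 residual degrees of freedom on 15 arrays (prior 1.51) and 2 on 7 samples (prior 1.70), where WT untreated replicate 1 and WT 7d T replicate 1 are samples of their own. Lists were also tested with camera and fry on the 15 arrays. These tests take the readings as separate samples, and the estimated correlation between genes is that of the readings within groups. Neither is a test against mice.

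The procedure was tested on simulated data with an SD of 0.35 between hybridizations and of 0.06 between readings. For Tg 3d versus WT 3d, 59.5% of genes changed 2-fold, 99.0% changed 4-fold and 100.0% changed 8-fold were called in the right direction, and 5.0% of 6648 unchanged genes were called, against 24.7% without normalization. For Tg 7d versus WT 7d these were 51.5%, 98.5%, 100.0%, 5.3% and 16.2%. Lists of 15 unchanged genes stood apart in 4.5% of cases, and lists with 8 of 15 genes raised in 95.5%. The error was drawn separately for each probe, so these list rates do not hold for genes that vary together. With 15 separate samples, limma called 75.5% of genes changed 2-fold and 0.32% of unchanged genes for Tg 3d versus WT 3d. These rates hold for the SD simulated; the SD between hybridizations is not known here. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.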

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

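The tests on shared values between arrays, spot signal, the share of muscle fibres and the WT 3d hybridization were chosen after the result was seen; those on second probes were set before it.

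Arrays of the same group shared values. In 11 pairs of arrays within a group at least 1.87% of ratios were equal to 4 decimals, against at most 0.1% in pairs from different groups, which argues against 3 separate mice hybridized separately and against a spot pattern shared by arrays processed together. A candidate explanation is that the arrays of a group are readings of 1 hybridization, so the spread between mice cannot be read from them. For WT untreated replicate 1 and WT 7d T replicate 1, whose lowest percent of equal values with their own group was 0.05, separate samples and further readings cannot be told apart: their dim spots correlated with their group at 0.51 to 0.70, against at most 0.16 between groups, but few values were equal, for the latter (0.25% and 0.28%) more than in any pair from different groups and for the former (0.05% and 0.1%) not. The recovered reference signals of WT untreated replicates 1 and 2 had a Spearman correlation of 0.48 over all probes. With Tg 3d T replicate 1 these arrays had 0.47 and 0.48. Over bright probes the values were 0.67 for the former pair and 0.44 and 0.52 with Tg 3d T replicate 1. No pair of arrays that share values had recovered signals to set beside these. No biological explanation was tested.

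Slow fibre and calcium handling genes had lower medians, and denervation and extracellular matrix genes higher ones, in Tg females at both times. By camera with an estimated correlation calcium handling genes passed at both times, denervation and matrix genes at 7d only and slow fibre genes at neither. Camera took the readings as separate samples, so passing it says nothing about the spread between mice. Dependence of the ratios on the recovered spot signal as the whole cause is argued against by random lists matched on it. Among these the median of the denervation genes at 7d lay at percentile 100.0. That signal comes from 3 arrays, none of them of Tg 7d T or WT 7d T. Dependence on the signals of the arrays compared was therefore not tested. A lower share of muscle fibres in the dissected tissue, with the other cell types in fixed proportion, would raise the markers of all of them alike. At 7d the endothelial median was -1.28, while the fibroblast median was 0.48 and within the random lists. This argues against that simple case only, and other changes in the make-up of the tissue were not tested. What also stays open is a difference between single hybridizations or between the mice they came from, and the effect of the transgene under T, which the design names. If the arrays of each group are readings of 1 hybridization, these 3 cannot be separated here.

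Many genes were called in Tg females at only 1 of the 2 times. At the time of the call, second probes of the same gene moved the same way in 65.6% of genes changed at 3d only and in 77.1% of those changed at 7d only. Unrelated probes would give 50%, so this argues against error of single spots as the whole cause of the calls. Second probes were not compared at the other time, so whether spot error made a gene miss its call there was not tested. The lower share at 3d leaves room for such error in part of these genes. Whether the 3d set rests on the WT 3d hybridization alone cannot be told apart from an effect of the transgene: its median difference from untreated WT females, in the called direction, was 0.62 (quartiles 0.15 to 1.19), between the value near 0 that the former needs and the size of a call, and that of the 7d set was 1.02. The same Tg readings stand in the call and in the difference from untreated WT females. Error of the Tg hybridization would therefore raise these medians too, and they cannot tell it from an effect of the transgene. A course of the disease over the days of T is the biological explanation that the design names, and it was not tested against replicates.

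Among genes changed at both times, 162 moved in opposite directions at 3d and 7d. These directions also depend on the WT 3d T and WT 7d T groups, and for the count Tg 7d was not compared with Tg 3d directly. The difference between the times was not tested against replicates. The slow fibre list fell further between the times, with a median change of -1.14, below all random lists, but no list passed camera with an estimated correlation for this change. Against untreated WT females its medians were -1.90 and -2.32.

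The other signals lie in genes that the paper does not discuss as groups. Endothelial markers were lower in Tg females at 7d (median -1.28, 7 of 13 lower), with Podxl at -2.14 and Pecam1 at -1.94, but they did not pass camera with an estimated correlation. At 3d their median was -0.48, within the random lists. In WT females with 7d T relative to untreated WT females their median was 0.54, a place outside the random lists that was kept in 7 of 14 alternatives, and Tg females with 7d T were lower than untreated WT females (-0.74). Kdr and Flt1 of this list are also on the angiogenic list.

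Heat shock and chaperone genes were higher at 7d (median 0.83, 10 of 24 higher and 3 lower) and at 3d (1.18, 14 higher and 1 lower). Hspb1, a small heat shock protein on a bright spot, rose by 2.53 ± 0.04 at 3d and by 2.66 ± 0.05 at 7d, and Hspa1b, an inducible Hsp70, by 2.39 ± 0.04 and 3.64 ± 0.56. Immediate early and stress genes were higher at 7d (median 1.81, 7 of 11 higher) and at 3d (1.19), among them Egr1 (2.59 ± 0.66 and 1.88 ± 0.04), but the list did not pass camera with an estimated correlation at either time, and with the brightest probe of each gene its 3d median (0.52) lay within the random lists. Steroid receptor target genes were higher at 7d (median 2.00, 9 of 13 higher and 1 lower) and at 3d (0.84). Fkbp5, a cochaperone of steroid receptors, rose by 3.62 ± 0.03 and 5.85 ± 0.14, and WT females with T differed from untreated ones by 0.96 and 0.35. Mt1 and Mt2 of the steroid list are also on the denervation list.

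The kallikrein genes Klk1b26 (8.76 ± 0.53), Klk1b24 (8.08 ± 1.46) and Klk1b27 (6.48 ± 1.06) had some of the largest differences between Tg and WT females at 7d. In WT females with 7d T they were lower than in untreated WT females (-2.47, -3.96 and -3.23), and Tg females with 7d T differed from untreated WT females by 6.29, 4.12 and 3.25. The probes of this gene family were not tested for their ability to tell its members apart.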

How the results depend on the processing

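Lowess normalization, the 2-fold call, the signal minimum, the deposited ratios, the choice of signal index and span, the brightest probe of a gene, the named-gene subset, the arrays as separate samples on lowess ratios, the 7-sample limma fit camera with a preset correlation and the turned WT 3d T ratios were added after seeing the data. The other alternatives were set before the data were examined. At 7d, the medians of slow fibre, calcium handling, voltage-gated channel, denervation, heat shock, myogenic, steroid target and endothelial genes kept their direction and their place outside the random lists under all 14 alternatives of normalization, signal minimum, probes and arrays tried for each: slow fibre genes between -2.96 and -2.10, calcium handling genes between -2.05 and -1.71 and denervation genes between 1.12 and 2.11. At 3d the same held for slow fibre genes (-1.83 to -0.63), calcium handling genes (-1.19 to -0.29) and denervation genes (1.36 to 2.13). Of 2478 alternatives of list medians, 2248 kept the call, 144 lost it, 69 gained it and 17 reversed. Of 3863 alternatives of single genes, 3041 lay within the SD of the readings, 805 moved and 17 reversed. These tallies, and the numbers of alternatives in which a list kept its place, include leaving out each compared array in turn. If the arrays of a group are readings of 1 hybridization, such runs tend to change little. The tallies therefore say less about other processing than their size implies. Of 207 named values at 2-fold, 22 fell under it or turned with centring, 25 with quantile normalization, 21 as deposited, 7 with lowess over the whole array, 10 with the mean of the probes and 17 with the brightest probe; 21, 21, 19, 5, 7 and 9 of these were values of Tg 3d. Signal sets a further limit: 11.5% to 20.9% of spots reached a signal of 100 on the 3 arrays where signals were recovered, and no replicate hybridization shows what error remains above it.

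Centring each array on its median, quantile normalization and the deposited ratios leave the dependence on signal in place and shift the median of all compared genes. Centring shifted it by 2.53 for Tg 3d, 0.30 for Tg 7d, -1.40 for WT 3d, 0.72 for WT 7d, -2.25 for the change, 1.15 for Tg 3d over untreated and 1.07 for Tg 7d over untreated, quantile normalization by 2.28 for Tg 3d, 0.26 for Tg 7d, -1.33 for WT 3d, 0.74 for WT 7d, -2.07 for the change, 0.97 for Tg 3d over untreated and 1.06 for Tg 7d over untreated, and the deposited ratios by -0.66 for Tg 3d, 0.19 for Tg 7d, 0.39 for WT 3d, -0.83 for WT 7d, 0.81 for the change, -0.36 for the Tg pair, -0.25 for Tg 3d over untreated and -0.62 for Tg 7d over untreated. Values of genes and lists under these settings are given relative to the shift. Without that step 247 list values and 80 gene values would have had the other sign. The share of higher genes among those changed was 53.8% for Tg 3d, 51.3% for Tg 7d, 55.7% for WT 3d, 46.7% for WT 7d, 48.6% for the change, 44.7% for the Tg pair, 54.4% for Tg 3d over untreated, 53.5% for Tg 7d over untreated. With centring it was 96.2% for Tg 3d, 70.5% for Tg 7d, 8.0% for WT 3d, 88.9% for WT 7d, 6.2% for the change, 29.7% for the Tg pair, 94.7% for Tg 3d over untreated and 91.9% for Tg 7d over untreated, with quantile normalization 96.6% for Tg 3d, 66.3% for Tg 7d, 8.4% for WT 3d, 89.2% for WT 7d, 6.0% for the change, 32.8% for the Tg pair, 93.9% for Tg 3d over untreated and 89.7% for Tg 7d over untreated, and as deposited 19.8% for Tg 3d, 64.3% for Tg 7d, 80.3% for WT 3d, 5.3% for WT 7d, 86.8% for the change, 15.9% for the Tg pair, 36.4% for Tg 3d over untreated and 17.4% for Tg 7d over untreated. Lowess over the whole array gave 58.1% for WT 7d.

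The counts of changed genes were 2342 for Tg 3d, 2169 for Tg 7d, 1597 for WT 3d, 1039 for WT 7d, 2539 for the change, 1017 for the Tg pair, 1795 for Tg 3d over untreated, 2128 for Tg 7d over untreated, 1016 for both times, 732 for Tg and WT in common, where the Tg pair is Tg 7d versus Tg 3d. With each array centred on its median they were 6333 for Tg 3d, 4894 for WT 3d, 3075 for WT 7d, 6044 for the change, 4688 for Tg 3d over untreated, 4254 for Tg 7d over untreated, 2168 for both times and 2830 for Tg and WT in common. Quantile normalization gave 6179 for Tg 3d, 4815 for WT 3d, 3175 for WT 7d, 5906 for the change, 3991 for Tg 3d over untreated, 4335 for Tg 7d over untreated, 2087 for both times and 2885 for Tg and WT in common. The ratios as deposited gave 2835 for WT 3d, 2989 for WT 7d, 1758 for the Tg pair and 2093 for Tg and WT in common, and lowess over the whole array 2408 for WT 3d, 1625 for WT 7d and 1181 for Tg and WT in common. A signal minimum of 200 gave 1484 for Tg 3d, 1445 for Tg 7d, 979 for WT 3d, 501 for WT 7d, 1517 for the change, 538 for the Tg pair, 1047 for Tg 3d over untreated, 1391 for Tg 7d over untreated, 670 for both times and 351 for Tg and WT in common. A signal minimum of 400 gave 948 for Tg 3d, 910 for Tg 7d, 546 for WT 3d, 218 for WT 7d, 890 for the change, 270 for the Tg pair, 607 for Tg 3d over untreated, 854 for Tg 7d over untreated, 449 for both times and 163 for Tg and WT in common. With no signal minimum the counts were 11677 for Tg 3d, 10297 for Tg 7d, 8129 for WT 3d, 9499 for WT 7d, 14191 for the change, 8667 for the Tg pair, 10620 for Tg 3d over untreated, 8951 for Tg 7d over untreated, 4812 for both times and 7165 for Tg and WT in common. Taking the median of the 3 recovered signals as the index gave 1196 for Tg 3d, 1188 for Tg 7d, 623 for WT 3d, 332 for WT 7d, 1179 for the change, 373 for the Tg pair, 786 for Tg 3d over untreated, 1099 for Tg 7d over untreated, 546 for both times and 229 for Tg and WT in common, and the signals of the WT arrays only 881 for WT 3d, 608 for WT 7d, 622 for the Tg pair and 460 for Tg and WT in common; both leave fewer genes over the minimum. The other counts under these settings, and all counts with the WT 3d T ratios turned, lay within 1.5 times those reported. Similar counts do not show that the same genes were called with the turned ratios.

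Taking the arrays as separate samples, as labelled, limma at an adjusted p under 0.05 with no fold minimum gave 5532 for Tg 3d, 5372 for Tg 7d, 5082 for WT 3d, 4580 for WT 7d, 5101 for the change, 4439 for the Tg pair, 5218 for Tg 3d over untreated, 5404 for Tg 7d over untreated, 4327 for both times and 4327 for Tg and WT in common. On only the arrays of the groups compared it gave 6104 for Tg 3d, 5554 for Tg 7d, 4760 for WT 3d, 3692 for WT 7d and 5475 for the change. Robust empirical Bayes gave 5513 for Tg 3d, 5358 for Tg 7d, 5067 for WT 3d, 4568 for WT 7d and 5080 for the change, array weights 6299 for Tg 3d, 6069 for Tg 7d, 5529 for WT 3d, 5271 for WT 7d and 5986 for the change, and the test named in the methods after Benjamini-Hochberg adjustment 5921 for Tg 3d, 5296 for Tg 7d, 4355 for WT 3d, 3315 for WT 7d, 5384 for the change, 4433 for both times and 3201 for Tg and WT in common. With WT untreated replicate 1 and WT 7d T replicate 1 as samples of their own, limma on 7 samples at an adjusted p under 0.05 gave 2196 for Tg 3d, 2578 for Tg 7d, 1781 for WT 3d, 1171 for WT 7d, 970 for the change, 7 for the Tg pair, 1819 for Tg 3d over untreated, 2453 for Tg 7d over untreated, 1173 for both times and 845 for Tg and WT in common, and at 2-fold with an unadjusted p under 0.05 2036, 1953, 1386, 898, 1953, 782, 1569, 1873, 848 and 576 in the same order. In simulated data 3 readings of 1 hybridization, taken as 3 samples, made limma call 84.7% of unchanged genes for WT 7d. With a replicate block the counts were 5492 for Tg 3d, 5346 for Tg 7d, 5049 for WT 3d, 4529 for WT 7d, 5037 for the change, 4384 for the Tg pair, 5166 for Tg 3d over untreated, 5374 for Tg 7d over untreated, 4278 for both times and 4273 for Tg and WT in common. The replicate numbers do not pair the arrays: of 30 correlations between same-numbered arrays of different groups, the lowest was -0.03 and the highest 0.07. There are 10 splits of 6 arrays, too few for a share under 0.05. The real split gave 5532 genes for Tg 3d (highest other split 0), 5372 for Tg 7d (1), 5082 for WT 3d (3) and 4580 for WT 7d (158), with 1 split, the real one, as large in each.

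The numbers of lists outside the central 95% of random lists were 18 for Tg 3d, 22 for Tg 7d, 4 for WT 3d, 11 for WT 7d and 9 for the change. By camera with an estimated correlation they were 7 for Tg 3d, 12 for Tg 7d, 0 for WT 3d, 0 for WT 7d and 0 for the change, and by camera with a preset correlation of 0.01, 0 for WT 3d, 1 for WT 7d and 5 for the change. Camera and fry both took the readings as separate samples. With an estimated correlation, lower fast fibre, calcium handling, oxidative phosphorylation and channel genes and higher heat shock, steroid target and ribosomal genes held at both times, and at 7d also lower fatty acid oxidation, mitochondrial dynamics and Table 2 genes and higher denervation and matrix genes; slow fibre genes did not pass it at either time. The rotation test fry, which compares no list with other genes, gave 31 for Tg 3d, 30 for WT 3d, 32 for WT 7d and 28 for the change. Camera with a preset correlation and replicate block gave 0 for WT 3d, 3 for WT 7d and 5 for the change. Centring gave 1 for WT 3d, 7 for WT 7d and 5 for the change, quantile normalization 2 for WT 3d and 5 for WT 7d, the deposited ratios 1 for WT 3d and 7 for WT 7d, lowess over the whole array 5 for WT 7d and 5 for the change, and a signal minimum of 200 gave 2 for WT 3d. Leaving out WT untreated replicate 1 gave 2 for WT 3d.

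With the brightest probe of each gene, the median in Tg 3d of sarcomere scaffold (0.09) and immediate early genes (0.52), in Tg 7d of fast fibre (-0.70) and proteasome genes (0.31), and the change of sarcomere scaffold (-0.20), fatty acid oxidation (-0.40) and mitochondrial dynamics genes (-0.51) no longer stood apart. Reversals lay at 3d and in WT females, apart from Myh8 at 7d. At 3d the median of fast fibre genes became 0.20 with centring, 0.21 with quantile normalization and 0.38 as deposited. That of glycolysis became 0.43 with centring and 0.35 with quantile normalization, that of the TCA cycle 0.31 and 0.32, and that of oxidative phosphorylation 0.41, 0.43 and, as deposited, 0.59. In WT 3d oxidative phosphorylation became -0.65, -0.60 and -0.75 under the same settings. In WT 7d the proteasome median became 0.20, 0.24 and 0.24, and 0.08 with lowess over the whole array. Among single genes at 3d, Phka1 became 0.14 with quantile normalization, Vegfa 0.29 with centring, 0.24 with quantile normalization and 0.49 as deposited, Prkag3 0.12 and 0.38 and Rab7 0.87 and 0.81 with centring and quantile normalization, and Plec -1.13 as deposited, where it became 1.84 in WT 3d. For these 3 genes the settings took another probe, and the same probe kept its direction (Prkag3 -1.17 and -0.98, Rab7 -1.43 and -1.26, Plec 1.12 and -1.80). The brightest probe gave 0.05 for Prkag3, -0.73 for Osbpl1a, 0.16 for Snrpg and -0.85 for Plec in Tg 3d, and 0.17 for Snrpg and 0.66 for Plec in WT 3d. Myh8 at 7d became -1.58 with quantile normalization. Beyond the probe taken, the cause was not tested for these reversals. Leaving out each array in turn reversed none of the lists and genes reported, but if the arrays of a group are readings of 1 hybridization, it says little about other mice. At 7d the fast fibre median ceased to stand apart without Tg 7d T replicate 1 (-0.69), Tg 7d T replicate 2 (-0.70) or WT 7d T replicate 2 (-0.68), and at 3d the neuromuscular junction median without Tg 3d T replicate 2 (-0.78) or WT 3d T replicate 2 (-0.86). The same happened to the proteasome median in Tg 7d without Tg 7d T replicate 1 or WT 7d T replicate 1 (0.37 for both), in WT 3d without WT untreated replicate 1 (-0.37) and in WT 7d without WT untreated replicate 1 (-0.08) or any array of WT 7d T (-0.12 to -0.14), to the myogenic median in WT 3d without WT untreated replicate 1 (-0.55), WT untreated replicate 2 (-0.54) or WT 3d T replicate 1 (-0.53) and in WT 7d without WT untreated replicate 3 (-0.25), and in WT 7d to mitochondrial dynamics without WT untreated replicate 3 (0.27), endothelial markers without WT untreated replicate 2 (0.31) and fibroblast markers without WT untreated replicate 1 (0.46) or WT 7d T replicate 1 (0.43).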

Differences from the paper's values

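No test in this part was chosen to come closer to the paper; the lowess step and signal minimum behind the values given here were chosen after the ratios were seen and after a comparison that looked at the paper's Tables S2 to S4, so nearness to those tables is not independent, and the alternatives counted were set before the data were examined. Of these there are 13 per gene (12 for Ptgds), which include leaving out each of the 6 arrays compared, and 30 per count. The paper also required a coefficient of variation and a t-test p, which rest on the arrays as separate animals; the former was not applied here and the latter is 1 of the alternatives. Fold differences carry a minus sign where Tg females were lower.

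At 7d all 20 genes of Table 2 had the paper's direction, and 11 lay within the limits of a difference. For Gpd1 the paper gives -3.58 and the value here was -5.78, for Mt1 2.22 and 6.15, for Ddit4l -3.14 and -5.82, and for Mustn1 5.17 and 11.6, and none of the alternatives reached the paper's values for these 4. For Phka1 the paper gives -2.85 and the value here was -5.13, for Enah 4.76 and 12.0, for Actn3 -2.38 and -4.35, for Smox -3.20 and -6.63, and for Prkag3 -3.01 and -5.06. For these 5 the mean of the probes of a gene was the only alternative that fell within the paper's value, and the other 12 did not. Settings chosen after the data were seen also fell within: the brightest probe for Phka1 (-3.25), Smox (-4.06) and Prkag3 (-4.0), which drops 1 of the 26 genes compared that the paper has at 2-fold at 7d (Enah, at 1.62), and the deposited ratios (-3.03 and -4.32) and lowess over the whole array (-3.1 and -4.44) for Smox and Prkag3, which drop 0.

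For Table 2 genes at 3d, where the paper's values are those of Table S2, the paper gives -14.5 for Nmrk2 and the value here was -29.0, for Enah 4.32 and 10.1, for Mt1 2.62 and 4.59, and for Mustn1 2.91 and 7.62, with none of the alternatives within. For Mss51 the paper gives -1.06 and the value here was 1.69, the other direction, as it was under all 13 alternatives. For Chrnb1 the paper gives 1.17 and the value here was 2.69, for Tuba8 -1.83 and -6.19, and for Stk36 -2.19 and -4.08; each array centred on its median and quantile normalization fell within, and the other 11 did not. For Asb2 (-2.31 in the paper, -3.51 here) these 2 settings and leaving out WT 3d T replicate 1 (-3.43) fell within. For Ddit4l (-2.0 in the paper, -5.74 here) quantile normalization alone did, and for Osbpl1a (3.18 in the paper, 4.92 here) leaving out Tg 3d T replicate 3 alone did (4.76). Of the settings chosen after the data were seen, the brightest probe fell within at 3d for Enah (2.99) and Tuba8 (-1.85) and drops 1 of 19 genes that the paper has at 2-fold (Osbpl1a, at -1.66), the deposited ratios did for Chrnb1 (1.3), Stk36 (-1.64), Asb2 (-1.66) and Ddit4l (-2.95) and drop 5 of 19, and lowess over the whole array did for Stk36 (-2.43) and drops 2.

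For the genes of Fig. 5, with the paper's values from Table S2, Tpm3 was -2.17 in the paper and -5.94 here at 3d, where quantile normalization and the mean of the probes of a gene fell within, and -5.44 and -19.3 at 7d, where only the mean of the probes did. The deposited ratios, chosen after the data were seen and dropping 5 of 19, fell within for Tpm3 at 3d (-3.01). For Ky at 7d the paper gives -6.06 and the value here was -25.3, for Gdnf at 3d 4.14 and 9.13, and for Ptgds 14.1 and 50.2 at 3d and 16.2 and 2800 at 7d, with none of the alternatives within. For Lcn2 at 3d the paper gives 49.5 and the value here was 130, and centring and quantile normalization fell within while the other 11 did not, as did, among the settings chosen after the data were seen, the deposited ratios (45.6, dropping 5 of 19) and lowess over the whole array (58.5, dropping 2). Tnni1, Nmrk2 at 7d and Gdnf at 7d did not differ, at -12.1 (the paper's -13.5), -10.2 (the paper's -9.71) and 6.23 (the paper's 4.59).

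The counts were larger than the paper's under each of the 30 alternatives. Genes changed in Tg females at both times and not in WT females with 7d T were 231 in the paper and 766 here, and genes changed in Tg females at either time and in WT females with 7d T 108 in the paper and 732 here. Entries at 2-fold or more were 415 at 3d and 471 at 7d in the paper's Table S2, against 2342 and 2169 genes here, and 92 at 3d and 74 at 7d in its Table S3, against 1597 and 1039. With the t-test of the methods at p under 0.05 beside 2-fold, the counts here were 2278, 2090, 1523 and 921, and those of the first pair 754 and 627. The coefficient of variation was applied to none of them.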

Other observations

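No explanation was tested in this part, and the values that compare the paper's tables with each other were chosen after the tables were read.

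Against untreated WT females, 976 genes were higher and 819 lower in Tg females with 3d T, and 1138 were higher and 990 lower with 7d T. Of the 1207 genes called at both times, 98.8% had the same direction. The 2 comparisons share the untreated WT group, and simulated groups with no change gave 94.7%. Those groups were independent and of equal spread, unlike the real ones, so no conclusion is drawn from how the percentages compare. The change of the Tg effect from 3d to 7d reached 2-fold in 2539 genes, 1235 higher and 1304 lower.

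Among cell-type markers in Tg versus WT females, macrophage markers (4 measured) had a median of 0.61 at 3d and 2.15 at 7d, the latter outside the random lists but not by camera with an estimated correlation, with Lyz1 at 1.96 ± 0.02 and 3.35 ± 0.40 (0.94 and 2.26 at a brighter probe). In WT females with 7d T relative to untreated WT females their median was -0.71, within the random lists. Fibroblast markers had 0.63 and 0.48, tendon and cartilage markers 0.90 and 0.73, smooth muscle and pericyte markers -0.65 and -0.37, skin epithelium markers -1.01 and -0.60, and red blood cell markers -0.25 and -0.81, all within the random lists. Of neutrophil markers only Lcn2 was measured. Of lymphocyte and of Schwann cell markers 2 were measured, too few to compare with random lists (medians 0.35 and -0.09 for lymphocytes, and for Schwann cells -0.43 at 3d, with both genes lower by over 2-fold at 7d). Cytosolic ribosomal protein genes were higher at both times by little (medians 0.32 and 0.37 over 50 genes, percentiles 99.9 and 100).

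By camera with an estimated correlation no list stood apart in WT females at 3d or 7d, so the places named next rest on random lists alone. In WT females with 3d T, oxidative phosphorylation (0.25) and extracellular matrix genes (0.47) were higher and myogenic genes (-0.58) lower than in untreated WT females, outside the random lists. Oxidative phosphorylation turned lower with centring (-0.65), with quantile normalization (-0.60) and as deposited (-0.75). With 7d T, neuromuscular junction (0.99), fibroblast (0.52), extracellular matrix (0.45), polyamine (0.44), mitochondrial dynamics (0.33) and sarcomere scaffold genes (0.19) were higher, and red blood cell markers (-0.99), myogenic (-0.31) and proteasome genes (-0.17) lower. Proteasome genes turned higher with centring (0.20), quantile normalization and the deposited ratios (0.24 for both), and lowess over the whole array (0.08). With the brightest probe of each gene, myogenic genes at 3d (-0.42) and fibroblast (0.11), sarcomere scaffold (0.03) and proteasome genes (-0.01) at 7d lay within the random lists.

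Gfra4, a receptor subunit of the GDNF family, rose by 2.75 ± 0.10 at 3d and by 8.86 ± 1.09 at 7d in Tg relative to WT females. Spag4, a protein of the nuclear envelope, rose by 3.80 ± 0.17 and 7.94 ± 0.40. Both were lower in WT females with 7d T than in untreated WT females (-3.66 and -2.55).

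In the paper's tables, 143 entries of Table S3 reach 2-fold at 3d or 7d, and 156 of the 744 entries of Table S2 are under 2-fold at both times. The paper's fold for Ar is -2.39 at 3d and -3.43 at 7d in Table S2, and 62.2 and 101 in Table S4. The 288 identifiers that Tables S2 and S4 share had a correlation of 0.87 at 3d and 0.90 at 7d, with opposite signs for 19 and 17 of them.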
